# IL-21-mediated non-canonical pathway for IL-1β production in conventional dendritic cells

**DOI:** 10.1038/ncomms8988

**Published:** 2015-08-13

**Authors:** Chi-Keung Wan, Peng Li, Rosanne Spolski, Jangsuk Oh, Allison B. Andraski, Ning Du, Zu-Xi Yu, Christopher P. Dillon, Douglas R. Green, Warren J. Leonard

## Abstract

The canonical pathway for IL-1β production requires TLR-mediated NF-κB-dependent *Il1b* gene induction, followed by caspase-containing inflammasome-mediated processing of pro-IL-1β. Here we show that IL-21 unexpectedly induces IL-1β production in conventional dendritic cells (cDCs) via a STAT3-dependent but NF-κB-independent pathway. IL-21 does not induce *Il1b* expression in CD4^+^ T cells, with differential histone marks present in these cells versus cDCs. IL-21-induced IL-1β processing in cDCs does not require caspase-1 or caspase-8 but depends on IL-21-mediated death and activation of serine protease(s). Moreover, STAT3-dependent IL-1β expression in cDCs at least partially explains the IL-21-mediated pathologic response occurring during infection with pneumonia virus of mice. These results demonstrate lineage-restricted IL-21-induced IL-1β via a non-canonical pathway and provide evidence for its importance *in vivo*.

## Abstract (web summary)

The proinflammatory cytokine interleukin-1ß (IL-1ß) plays an important role in host defence against pathogens. Here the authors report a non-canonical pathway for IL-1 ß production in conventional dendritic cells that is induced by IL-21 via STAT3-dependent mechanism.

Interleukin-1β (IL-1β) is a cytokine important for host defence to pathogens^1^,^2^. It triggers inflammatory responses by various mechanisms, including the induction of cyclooxygenase-2 and inducible nitric oxide synthase, which control the release of prostaglandin E2 and nitric oxide and recruitment of inflammatory cells^2^,^3^. IL-1β also promotes differentiation of CD4^+^ T cells into Th17 cells^4^, and the production of IL-17 and IL-22 from these cells further recruits neutrophils to the inflammatory sites and stimulates them to release antimicrobial peptides^1^. Local inflammatory responses during pathogen invasion are often beneficial to the host^5^, but they can also be deleterious if not properly controlled. Moreover, dysregulation of IL-1β expression leads to the development of autoimmune diseases, such as rheumatoid arthritis, type 2 diabetes and gout, as well as autoinflammatory diseases, such as familial Mediterranean fever and cryopyrin-associated periodic syndromes^3^,^6^,^7^.

Production of biologically active IL-1β requires immune cells to receive two distinct signals. First, *Il1b* mRNA expression is induced by the toll-like receptor- or IL-1 receptor (IL-1R)-mediated signalling pathways, which activate transcription factor NF-κB, followed by translating the mRNA to the biologically inactive pro-IL-1β (ref. 8). The cells then activate the caspase-1-containing^8^ or the more recently identified caspase-8-containing^9^ inflammasomes when receiving second signals such as bacterial metabolites, with caspase-mediated cleavage of pro-IL-1β into mature IL-1β (ref. 8). However, signals for triggering IL-1β production under conditions of sterile inflammation remain largely unknown, and the mechanism(s) for releasing IL-1β to the extracellular environment remain unclear.

IL-21 is a pleiotropic type 1 cytokine produced by CD4^+^ T cells and natural killer T cells. It promotes immunoglobulin class switch^10^, augments antibody production^10^ and drives terminal differentiation of B cells^11^. IL-21 is critical for the development of multiple forms of autoimmunity in animal models^12^, and antibodies to IL-21 are being tested in phase 1 clinical trials for rheumatoid arthritis (NCT01208506 and EudraCT-2011-005376-42). Moreover, IL-21 exhibits antitumor activity^13^,^14^, with IL-21 in phase 2 clinical trials for various cancers^12^. Although the roles of IL-21 in T- and B-cell function have been extensively studied, there is limited knowledge on the actions of IL-21 on dendritic cells (DCs). IL-21 has been reported to inhibit the lipopolysaccharide (LPS)-stimulated production of several proinflammatory cytokines, including IL-1β, by bone marrow-derived DCs (BMDCs)^15^, and we recently demonstrated that IL-21 is proapoptotic for conventional DCs (cDCs), at least in part by its induction of BIM^16^. Here we show an unanticipated role of IL-21 in inducing IL-1β expression in cDCs. IL-21-induced expression of *Il1b* mRNA is independent of NF-κB activation but requires STAT3. Moreover, we found that this IL-21-STAT3 pathway for regulating IL-1β expression is DC-specific, which correlates with the presence of cell type-specific enhancer landscapes. Importantly, IL-21-mediated production of mature IL-1β does not require a second signal for the activation of inflammasomes and in fact is independent of canonical caspase-containing inflammasomes, but it depends on IL-21-mediated cell death, which also requires STAT3 (ref. 16). Finally, we demonstrate that this IL-21-STAT3-dependent IL-1β expression can at least in part explain the pathologic immune response mediated by IL-21 during infection with Pneumonia Virus of Mice (PVM), a mouse model for human respiratory syncytial virus.

## Results

### IL-21-mediated *Il1b* gene expression in cDCs requires STAT3

We previously performed microarray analysis to identify genes that are regulated by IL-21 in cDCs^16^. Surprisingly, although IL-21 inhibits the LPS-induced IL-1β expression in BMDCs^15^, we observed a significant induction of *Il1b* mRNA by IL-21 in cDCs. Transcription of *Il1b* mRNA is induced in response to IL-1 itself or microbial products acting via toll-like receptors^2^, but *Il1b* induction by IL-21 was not anticipated. Therefore, we validated this result by reverse transcription–PCR and confirmed that IL-21 indeed rapidly (within 30 min) induced *Il1b* mRNA (Fig. 1a) and that this induction did not occur in *Il21r*^*−/−*^ cells (Fig. 1b), excluding the possibility that it resulted from contaminating endotoxin. We compared the effect of IL-21 with the classical *Il1b*-inducing ligand LPS and found that IL-21 more robustly induced *Il1b* mRNA expression in cDCs than did LPS (Fig. 1c). Because NF-κB is known to be critical for the induction of *Il1b* mRNA expression by LPS^8^, we treated cDCs with an IκB kinase β inhibitor, MLN120B^17^ and this strongly inhibited LPS-induced, but not IL-21-induced, *Il1b* mRNA expression (Fig. 1d), indicating that the effect of IL-21 was independent of NF-κB. Correspondingly, LPS treatment of cDCs induced phosphorylation of IκBα, which promotes its ubiquitination and degradation, and allows nuclear translocation of NF-κB, whereas IL-21 had no effect (Fig. 1e and Supplementary Fig. 1). Because IL-21 can activate STAT3 in cDCs^16^, we next crossed *Stat3-*floxed mice to CD11c-*Cre* transgenic mice to delete *Stat3* in cDCs (herein denoted as *Stat3*^−/−^ mice), and this markedly decreased IL-21-induced (Fig. 1f) but not LPS-induced (Fig. 1g) *Il1b* mRNA expression. Importantly, when we tested human cDCs isolated from peripheral blood, IL-21 also induced tyrosine phosphorylation of STAT3 (Fig. 1h) and augmented *IL1B* mRNA expression (Fig. 1i) in human cDCs. Thus, IL-21 uses a distinctive, STAT3-dependent pathway for the induction of *Il1b* mRNA expression in cDCs.

### Pro-IL-1β induction by IL-21 in cDCs is cell type-specific

To determine if the effect of IL-21 extended to other cytokines that activate STAT3, we stimulated cDCs with IL-6 and IL-10 and confirmed that these cytokines also induced tyrosine phosphorylation of STAT3 in cDCs (Fig. 2a, upper panel) and correspondingly, these cytokines also induced pro-IL-1β production (Fig. 2a, lower panel, and Fig. 2b) in these cells, with the degree of induction approximately correlating with the magnitude of STAT3 activation. In contrast, FLT3 ligand, a cytokine that promotes cDC survival^18^, did not induce phosphorylation of STAT3 nor induce pro-IL-1β (Fig. 2a,b). IL-21 has been shown to suppress LPS-stimulated IL-1β production in BMDCs^15^, and IL-10 is an anti-inflammatory cytokine and suppressor of cytokine production^19^. We therefore pre-treated cDCs with IL-21 or IL-10 and then determined the effect of LPS on *Il1b* mRNA expression. Unlike the situation for BMDCs, IL-21 did not inhibit LPS-induced *Il1b* mRNA expression in cDCs. Corresponding to the effect of IL-10 on pro-IL-1β expression, IL-10 induced *Il1b* mRNA expression but did not suppress the LPS-induced *Il1b* mRNA expression (Fig. 2c). Indeed, neither IL-21 nor IL-10 suppressed LPS-induced *Il6* (Fig. 2d) or *Tnf* (Fig. 2e) mRNA expression, suggesting that the effects of IL-21 and IL-10 on cDCs are different from those on BMDCs.

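For the RNA-Seq analysis of cDCs, splenic CD11c+ cells were left untreated or cultured for 4 h with 1 of IL-21, IL-10 and LPS. Each was used at 100 ng ml-1. The paper gives a rest of 1 h before stimulation for other cDC experiments, but does not state it for these libraries. Lipopolysaccharide (LPS) is a component of the outer membrane of Gram-negative bacteria. In the remaining 2 cultures, IL-21 or IL-10 was added 1 h before LPS. Each of the 6 conditions is represented by 1 library here, so no difference between cDC libraries has a replicate check, and no p-value across genes is given for them. Supplementary Table 2 lists 2 sets of cDC libraries. The totals of mapped reads behind the deposited values are those of samples 25 to 30 of that table, and samples 31 to 36 were not analysed here. These totals were 53302010 reads for untreated cells, 50448637 for LPS, 67221657 for IL-21, 50057903 for IL-10, 53315141 for IL-21 with LPS and 64257370 for IL-10 with LPS. The authors mapped 50 bp single-end reads to the mouse genome (NCBI37/mm9) with Bowtie 0.12.9 and counted the reads on the exons of each RefSeq transcript. The deposited files give these whole read counts and the counts normalized to transcript length and mapped reads (RPKM) for 29543 transcripts of 23222 gene symbols. The RPKM values in them equal the read count divided by the transcript length and the mapped total, without further scaling between libraries. A total of 3961 symbols have several transcripts, and reads on a shared exon are counted in each, so the transcript with the highest mean RPKM over the 6 libraries was used for each symbol. Between 42153167 and 56644425 reads per library fell on these transcripts, which was 84.2% to 85.7% of the mapped reads. The 100 genes with the most reads took 21.2% of the reads on genes in untreated cells and 26.2% after LPS. Ratios between libraries were computed as the log2 ratio of RPKM + 0.01 over genes with an RPKM of at least 1 in either library. A gene was counted as regulated at a ratio of 2-fold or more in either direction. The paper's methods name edgeR for differential expression, and its lists of genes regulated by LPS, IL-21 or IL-10 give a false discovery rate beside the fold change. No false discovery rate enters the numbers of genes given here, because 1 library per condition gives no estimate of the spread between replicates. If LPS and cytokine effects simply added up, the 6 libraries would leave a residual spread. That spread would include any joint effect of LPS and cytokine, and no such model was fitted. The 95% intervals given for single genes come from the Poisson error of the reads. They cover counting error only, since amplified reads without molecular identifiers are not independent molecules. On libraries simulated from CD4+ T-cell counts with counting noise only, this rule counted all 100 genes that were changed 4-fold and 16 of 10239 unchanged genes. Genes changed 2-fold were not scored, and variation between cDC libraries is not covered. In cDC libraries simulated without a treatment effect but with a coefficient of variation of 0.1, a mean of 23.3 genes passed for IL-21 and 27.0 for IL-10.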

To further compare the effects of IL-21 and IL-10 on cDCs, including on LPS-treated cells, we performed RNA-Seq analysis. As expected, the number of genes regulated by LPS was greater than those regulated by IL-21 or IL-10 (Supplementary Fig. 2a and Supplementary Data 1a–c). 

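In the deposited RPKM values, 3614 of 10499 genes (34.4%) differed 2-fold or more between LPS-treated and untreated cDCs, 310 of 10449 (2.97%) with IL-21 and 230 of 10463 (2.20%) with IL-10. Of the genes regulated by LPS, 710 were induced and 2904 were repressed. IL-21 induced 204 genes and repressed 106, and IL-10 induced 150 and repressed 80. The median log2 ratio over all tested genes was −0.62 for LPS, −0.06 for IL-21 and −0.03 for IL-10, so most genes had a lower RPKM after LPS. When each log2 ratio was centred on this median, 2320 genes were regulated by LPS, of which 1373 were induced and 947 were repressed, and the larger group was then the induced one. Scaling the library sizes by the TMM method of edgeR, chosen after seeing the data, gave 2345 genes, with 1300 induced and 1045 repressed. A 3-fold threshold left 1423 genes for LPS, 136 for IL-21 and 77 for IL-10, and without a filter on low RPKM the numbers were 6460, 1701 and 1679. The number for LPS was the largest of the 3 under every setting tried. Among genes with an RPKM of at least 5 in either library, the largest increase with LPS was in *Nt5c1a* (NM_001085502, chromosome 4, 122878747 to 122893518), with 1 read in untreated cells and 292 after LPS, a log2 ratio of 7.60 (95% interval 5.29 to 9.92). *Ifng* (NM_008337, chromosome 10, 117878103 to 117882948) rose from 6 to 940 reads, a log2 ratio of 7.22. *Cxcl11* (NM_019494, chromosome 5, 92788570 to 92794511) rose from 36 to 3186 reads, a log2 ratio of 6.51. In the same set the largest decreases were in the microRNA gene *Mir5114* (NR_039574), which rests on 32 and 1 reads, in *Mrc2* (NM_008626, chromosome 11, 105153957 to 105212453) with a log2 ratio of −4.57 and in *Ceacam1* (NM_001039187, chromosome 7, 26246721 to 26262644) with −4.53. Coordinates are those of the GENCODE M1 annotation of mm9.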

Both IL-21 and IL-10 strongly activate STAT3 in cDCs, and they shared overlapping but also have distinctive gene regulation patterns (Supplementary Fig. 2b,c and Supplementary Data 1d–f). 

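Of the 310 genes regulated by IL-21, 43.2% were also regulated by IL-10, and these were 58.3% of the 230 genes regulated by IL-10. All of these shared genes changed in the same direction in ratios to the same untreated library, and 111 of them changed more with IL-21. A further 176 genes passed the threshold only with IL-21 and 96 only with IL-10. The shared number was 45 at a 3-fold threshold and 826 without the filter on low RPKM. Of those 826 genes, 809 changed in the same direction. *Il1b* (NM_008361) lies on the minus strand of chromosome 2 from 129190306 to 129196875 and encodes pro-IL-1β. Its RPKM was 76.1 in untreated cells, 647 with IL-21, 394 with IL-10 and 209 with LPS. The log2 ratio to untreated cells was 3.09 (95% interval 3.05 to 3.13) with IL-21, 2.37 (2.33 to 2.41) with IL-10 and 1.45 with LPS. *Socs3* (NM_007707, chromosome 11, 117827393 to 117831361), a feedback inhibitor that STAT3 induces, rose from an RPKM of 3.86 to 97.6 with IL-21 and to 40.3 with IL-10. *Bcl2l11* (NM_207681, chromosome 2, 127951774 to 127988283), which encodes BIM, had a log2 ratio of 1.30 (1.27 to 1.32) with IL-21 and 0.68 (0.66 to 0.71) with IL-10. For this gene the files list 3 transcripts that share reads. *Il21r* (NM_021887, chromosome 7, 132746943 to 132777084) had a log2 ratio of 1.08 with IL-21 and 0.77 with IL-10. *Stat3* itself (NM_213660, chromosome 11, 100746412 to 100800854) rose from an RPKM of 190 to 311 with IL-21 and 271 with IL-10. *Il6* (NM_031168) had 107 reads in untreated cells, 368 with IL-21 and 172 with IL-10. *Tnf* (NM_013693) was slightly lower with either cytokine, with log2 ratios of −0.54 (−0.66 to −0.41) and −0.27 (−0.40 to −0.14). *Il21* (NM_021782, chromosome 3, 37121681 to 37131540) had at most 2 reads in any of the 6 libraries and was not detectable at this depth. In the IL-21 library, 3 reads on this gene correspond to an RPKM of 0.0145. Among genes with an RPKM of at least 5 in either library, the largest increase with both cytokines was in the non-coding transcript NR_045616, with 9 reads in untreated cells, 4416 with IL-21 and 790 with IL-10. It was followed by *Socs3* and *Sphk1* (log2 ratio 4.63) with IL-21, and by *Stfa2* (5.99) and *Socs3* with IL-10. *Stfa2* has near-identical paralogs between which reads may be split, so its value is uncertain. In this set the largest decreases with IL-21 were in *Tespa1* (log2 ratio −2.33), *Ccnd1* (−2.06) and *Ltb* (−1.90), and with IL-10 in *Il28ra* (−1.77), *Cxcl9* (−1.74) and *Clec9a* (−1.72).

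**Figure D1:**
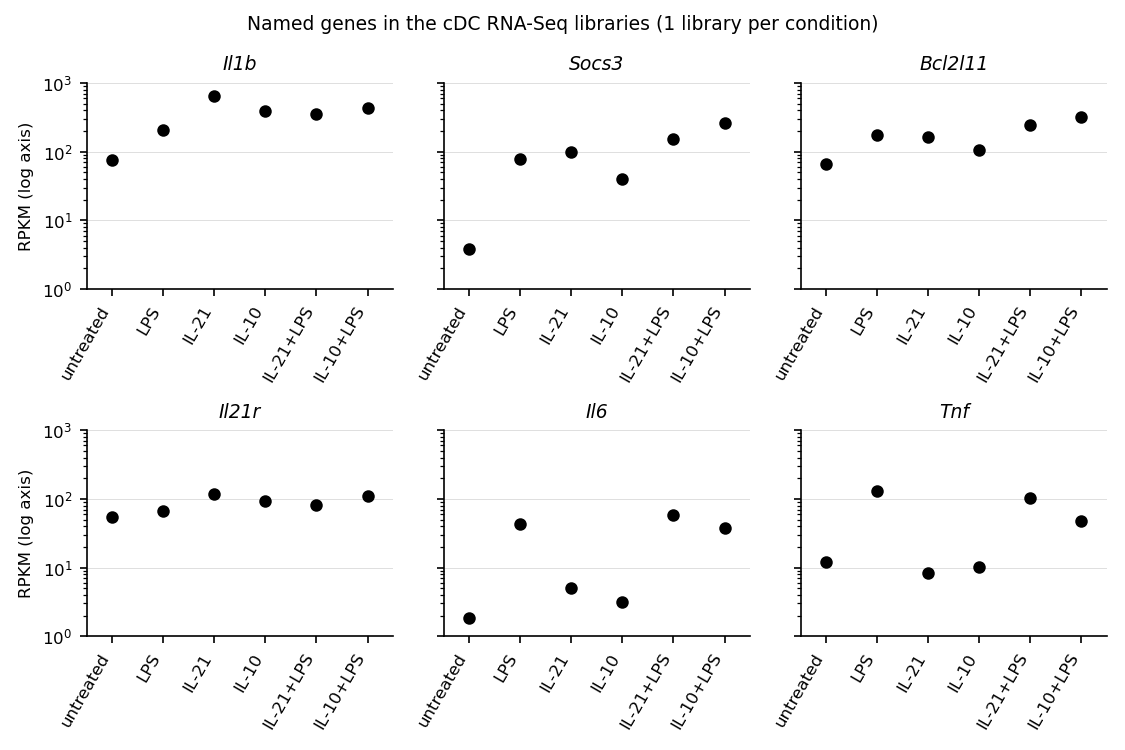
RPKM on a log axis of 6 genes that the paper discusses, in the 6 cDC RNA-Seq libraries. Each point is 1 library, and no error bars are drawn because each condition has 1 library. *Il1b* was highest with IL-21 (647), *Il6* and *Tnf* were highest in libraries with LPS, and *Socs3* was lowest in untreated cells (3.86).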

Among 2,278 genes that were regulated by LPS, only 58 were affected by IL-21, and only 15 out of these 58 genes were repressed by IL-21 (Supplementary Fig. 2d and Supplementary Data 2a), indicating that IL-21 did not globally suppress LPS-induced gene expression in cDCs. 

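The effect of IL-21 on LPS-treated cDCs was measured as the ratio of the IL-21 with LPS library to the LPS library. Of the 3614 genes regulated by LPS in the deposited values, 49 (1.36%) changed 2-fold or more with IL-21 pre-treatment, and of these 23 were repressed and 26 were induced. Split by the effect of LPS alone, IL-21 lowered 11 and raised 9 of the LPS-induced genes, and it lowered 12 and raised 17 of the LPS-repressed genes. The same LPS library enters both ratios of this split, on opposite sides. That by itself makes LPS-induced genes lean lower and LPS-repressed genes lean higher, and its share was not tested. The median log2 ratio over all 9520 tested genes was −0.03. With ratios centred on the median, 58 LPS-regulated genes were altered, 28 of them repressed. At a 1.5-fold threshold 263 were altered, and 142 of these, the larger part, were repressed. The edgeR exact test of these libraries at a fixed biological coefficient of variation of 0.1, which compares the libraries and not the conditions, left 31 altered genes, of which 15 were repressed. Among the genes that the paper examined by RT–PCR, *Il1b* had an RPKM of 209 with LPS and 348 with IL-21 and LPS, a log2 ratio of 0.74 (95% interval 0.71 to 0.77). *Il6* had a log2 ratio of 0.45 (0.37 to 0.52) and *Tnf* of −0.36 (−0.40 to −0.31). All 3 ratios were below 2-fold, and none of their intervals included 0. Among genes with an RPKM of at least 5 in either library, the largest increases were in the non-coding transcript NR_045616 (9 to 815 reads, log2 ratio 6.37), in the microRNA gene *Mir684-2* (4 to 41 reads) and in *Crispld2* (NM_030209, log2 ratio 2.10). The largest decreases in that set were in *Tespa1* (−1.42), *Cass4* (−1.30) and *Cd1d2* (−1.25).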

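With IL-10 pre-treatment, 167 of the 3614 LPS-regulated genes (4.62%) changed 2-fold or more against LPS alone. In the deposited RPKM values 72 of these were repressed and 95 were induced. With ratios centred on their median over all tested genes, which was 0.07, 172 genes were altered, and the larger part was then repressed, with 104 repressed and 68 induced. Without centring, IL-10 lowered 58 and raised 29 of the LPS-induced genes. In the same uncentred values, it raised 66 and lowered 14 of the LPS-repressed genes. These splits also use the LPS library on opposite sides of both ratios. Its share in them was not tested, so they do not show that IL-10 opposed LPS. Under every setting tried, more LPS-regulated genes were altered by IL-10 than by IL-21. Among genes with an RPKM of at least 5 in either library, the largest decrease was in *Il12b* (NM_008352, chromosome 11, 44213565 to 44227535), from an RPKM of 261 with LPS to 13.9 with IL-10 and LPS, a log2 ratio of −4.23 (95% interval −4.30 to −4.16). *Ch25h* (NM_009890, chromosome 19, 34548276 to 34549625) had a log2 ratio of −2.75 and *Macc1* (NM_001163136, chromosome 12, 120681883 to 120705407) of −2.06. *Tnf* had an RPKM of 46.9 with IL-10 and LPS, a log2 ratio to LPS alone of −1.48 (−1.53 to −1.44), whereas *Il6* had a log2 ratio of −0.16 (−0.24 to −0.08) and *Il1b* of 1.06 (1.04 to 1.09). The largest increases in that set were in *Stfa2* (1 to 464 reads, uncertain because of its paralogs), NR_045616 (9 to 2034 reads) and *Slamf1* (NM_013730, chromosome 1, 173697258 to 173731315), which had a log2 ratio of 5.77. *Socs3* rose from an RPKM of 79.1 with LPS to 262 with IL-10 and LPS, and to 151 with IL-21 and LPS.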

IL-10 had a stronger effect than IL-21, with 189 out of 2,278 genes regulated by LPS being affected by IL-10, and among these genes, 90 were repressed (Supplementary Fig. 2e and Supplementary Data 2b). 

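Over all genes, whether or not LPS alone regulated them, 124 of 9520 differed 2-fold or more between IL-21 with LPS and LPS, and 368 of 9703 between IL-10 with LPS and LPS. IL-21 raised 76 and lowered 48 of these genes, and IL-10 raised 236 and lowered the others. Both lists held 92 genes, which was 74.2% of the list for IL-21, and all 92 changed in the same direction in ratios to the same LPS library. That shared library by itself makes the ratios lean the same way, and its share in this overlap was not tested. In 74 of the 92 the change was larger with IL-10. A further 32 genes were altered only by IL-21 and 276 only by IL-10. The number altered by both was 32 at a 3-fold threshold and 841 without the filter on low RPKM. Of those 841 genes, 809 changed in the same direction. Under every setting tried, the list for IL-10 was longer than the list for IL-21.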

We also compared the effects of IL-21 and IL-10 in regulating LPS-mediated gene expression and found that 89 of 105 genes that were differentially expressed by LPS versus LPS+IL-21 stimulation were also regulated by IL-10 (Supplementary Fig. 2f,g and Supplementary Data 2c–e), and overall, there were more IL-10 regulated genes, suggesting that IL-10 had a more potent suppressive effect than IL-21 on LPS-mediated gene regulation. These data indicate that IL-21 and IL-10 have both overlapping and distinctive effects on cDCs.

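The genes that passed the threshold with only 1 of the cytokines mostly moved in the same direction with the other. Both ratios use the same untreated library, which by itself makes them lean the same way, and its share in these numbers was not tested. Of the 176 genes regulated only by IL-21, 169 moved the same way with IL-10, 123 of them by 1.5-fold or more. Of the 96 genes regulated only by IL-10, 73 moved the same way with IL-21, 33 of them by 1.5-fold or more. The effects in resting cells were also seen on the LPS background. Of the genes induced by IL-21 alone, 169 could be followed in the IL-21 with LPS library, where their median log2 ratio to LPS was 0.62 and 157 (92.9%) were raised. Of the genes induced by IL-10 alone, 124 could be followed in the IL-10 with LPS library, where their median log2 ratio was 1.28. From the small part of LPS-regulated genes altered by IL-21, and the small part of these that IL-21 repressed, the paper concludes that IL-21 did not suppress the response to LPS globally. Because more genes were altered by IL-10, it proposes that IL-10 was the more potent suppressor, and from the shared and separate genes it concludes that the effects of these cytokines on cDCs partly overlap and partly differ.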

We also examined the effect of IL-21 on pro-IL-1β expression in bone marrow-derived macrophages (BMMs) and found that IL-21 minimally induced pro-IL-1β (Fig. 2f, upper panel), correlating with weak activation of STAT3 by IL-21 in these cells (Fig. 2f, lower panel), whereas LPS potently induced pro-IL-1β in BMMs (Fig. 2f). Strikingly, IL-21 did not induce pro-IL-1β in pre-activated CD4^+^ T cells (Fig. 2g, upper panel), despite its strongly activating STAT3 (Fig. 2g, lower panel). Thus, STAT3 activation leads to expression of pro-IL-1β in cDCs, but this effect seems to be cell-type specific.

### Divergent STAT3 binding patterns in cDCs versus CD4^+^ T cells

Above, we noted differential effects of IL-21 in cDCs and CD4^+^ T cells, even though IL-21 strongly activates STAT3 in both cell types. We therefore compared the genome-wide STAT3 binding induced by IL-21 in cDCs versus CD4^+^ T cells using ChIP-Seq analysis. Remarkably, STAT3 binding sites in IL-21-stimulated cDCs and CD4^+^ T cells were mostly non-overlapping (Fig. 3a and Supplementary Data 3a,b), with low STAT3 binding in CD4^+^ T cells at sites where IL-21-activated STAT3 binds in cDCs (Fig. 3b, green versus blue lines) and vice versa (Fig. 3c, blue versus green lines). Nevertheless, motif analysis showed that IL-21-activated STAT3 in cDCs and CD4^+^ T cells bound primarily to GAS (gamma-activated site, TTCnnnGAA) motifs (Supplementary Fig. 3). We therefore determined whether the differential STAT3 binding correlated with the presence of active enhancer landscapes. Increased histone H3 lysine-4 mono-methylation (H3K4me1) and H3K27 acetylation (H3K27ac) indicate poised or active enhancer landscapes that promote transcription factor binding^20^, so we compared IL-21-induced STAT3 binding (Fig. 3a–c) with H3K4me1 (Fig. 3d,e) and H3K27ac (Fig. 3f,g) patterns. The ‘dips’ at the center of the histone marks represent open chromatin corresponding to nucleosome depletion that occurs at active promoters and enhancers and promotes transcription factor binding^21^. Sites binding STAT3 in cDCs but not CD4^+^ T cells (Fig. 3b, blue line) had less H3K4me1 (Fig. 3d, blue and gold lines) and H3K27ac (Fig. 3f, blue and gold lines) at the STAT3 peaks but increased H3K27ac adjacent to the STAT3 peaks (Fig. 3f, blue and gold lines), indicating an active enhancer in cDCs but not CD4^+^ T cells. Analogously, sites binding STAT3 in CD4^+^ T cells (Fig. 3c, green line) had less H3K4me1 (Fig. 3e, red and green lines) and H3K27ac (Fig. 3g, red and green lines) at the STAT3 peaks but increased H3K27ac adjacent to the STAT3 peaks (Fig. 3g, red and green lines). These data suggest that STAT3 binding induced by IL-21 in cDCs and CD4^+^ T cells correlates with the presence of active enhancer landscapes.

### Differential epigenetic marks at the *Il1b* and *Il21* loci

The ChIP-Seq results prompted us to determine whether differential STAT3 binding could explain the cell type-specific functions of IL-21 in cDCs and CD4^+^ T cells. Therefore, we compared IL-21-induced gene regulation in these cells, and we found that these STAT3 binding differences correlated with differential IL-21-induced gene expression in cDCs versus CD4^+^ T cells (Fig. 4a) (for example, IL-21 could induce *Il1b* in cDCs but not CD4^+^ T cells, whereas it induced *Il21* in CD4^+^ T cells but not in cDCs (Fig. 4a,b). 

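For CD4+ T cells, the expression data behind Fig. 4a are RNA-Seq data, while its cDC side was profiled by microarray and was not analysed here. CD4+ T cells from the spleen were activated for 3 days by antibodies to CD3 and CD28 and rested overnight. They were then cultured for 4 h with IL-21 or without it. Each group has 2 libraries, which the labels number as replicates 1 and 2. The mapped totals were 33295358 and 31792719 reads for untreated cells and 37491069 and 37469602 for IL-21. Of these, 28462299, 27055298, 32101932 and 32314497 reads fell on the transcripts used, 1 per gene symbol, which was 85.1% to 86.2%. As for cDCs, the authors mapped the reads to mm9 with Bowtie 0.12.9, and the deposited files give read counts and RPKM per RefSeq transcript. The counts were tested with the quasi-likelihood test of edgeR 4.0.16 (two-sided, TMM scaling, Benjamini-Hochberg adjustment) over 10439 genes with an RPKM of at least 1 in at least 2 of the 4 libraries. All adjusted p-values for these cells come from this test. On simulated counts the test recovered 98.5% of 200 genes changed 2-fold or 4-fold and called 12 unchanged ones. Those counts had a biological coefficient of variation of 0.1 and no replicate effect. The real libraries had a coefficient of 0.136 in this fit and a replicate effect, so these rates may not hold for them or for smaller changes. Fold changes of genes under the filter are given on the log2(RPKM + 0.5) scale, which understates the change of genes with few reads. The pairing of the libraries is taken from the replicate numbers. The deviations of libraries with the same number from their group means correlated across genes, which are not independent replicates, with r = 0.658, and the second principal component (26.1% of the variance) separated the numbers. The fit with the replicate number as a block is therefore given beside the fit without it.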

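IL-21 induced 1728 genes (16.6%) and repressed 1564 (15.0%) of the 10439 tested in CD4+ T cells at an adjusted p-value under 0.05. With the replicate number as a block, 2841 genes were induced and 2992 were repressed, which of all alternatives changed these numbers by the most genes. By the 1.5-fold lines drawn in Fig. 4a, 742 genes were induced and 819 were repressed in both replicate pairs. *Socs3* had an RPKM of 42.5 ± 3.51 (SD, n = 2) in untreated cells and 750 ± 35.8 (SD, n = 2) with IL-21. Its log2 fold change was 4.15 (standard error 0.12, adjusted p = 0.00114 from edgeR). With each library left out in turn it stayed between 4.04 and 4.21 on the log2(RPKM + 0.5) scale. *Il21r* rose from 78.8 ± 1.09 to 237 ± 13.6 RPKM (SD, n = 2 each), and *Stat3* (NM_011486) from 75.4 ± 4.59 to 127 ± 10.8. Their adjusted p-values from edgeR were 0.00180 and 0.00845. *Bcl2l11* fell from 24.0 ± 0.0677 to 15.4 ± 1.34 RPKM (SD, n = 2 each), with a log2 fold change of −0.63 (standard error 0.10, adjusted p = 0.0107 from edgeR, and 8.69e-08 with the block). *Tnf* did not differ by more than the replicate error (log2 fold change 0.17, standard error 0.19, adjusted p = 0.517 from edgeR). *Il1b* had 18 and 24 reads in the untreated libraries and 0 and 27 with IL-21, or 0.488 ± 0.114 and 0.272 ± 0.384 RPKM (SD, n = 2 each). At these lengths and depths 3 reads correspond to an RPKM of 0.0603 to 0.0711. *Il1b* was below the filter, and its log2 fold change of −0.45 was smaller than the SD of 0.58 between the replicate pairs, so no change in either direction was detectable. The fold change ran from −0.98 to 0.08 with each library left out in turn, and the positive value was the one without replicate 1 of IL-21. In that replicate, 15 of 16 myeloid marker genes also had their fewest reads relative to the mapped total of each of the 4 libraries. *Il21* had 1 and 0 reads in untreated cells and 7 and 7 with IL-21, or 0.00489 ± 0.00691 and 0.0608 ± 2.46e-05 RPKM (SD, n = 2 each). The untreated values were below the RPKM of 3 reads (0.0293 and 0.0307), and the values with IL-21 were above it (0.0260 and 0.0261). The log2 fold change of *Il21* was 0.15 with the 0.5 added to RPKM (SD 0.02 between the pairs) and 0.62 with 0.1 added. When no filter was applied, edgeR gave *Il21* a log2 fold change of 3.37 (adjusted p = 0.124) and *Il1b* one of −0.81 (adjusted p = 0.720). With the block and no filter, a combination chosen after seeing the data, the log2 fold changes were 3.39 (adjusted p = 0.0850) and −1.29 (adjusted p = 0.0818). Neither gene thus passed the threshold in any of these fits. The largest induction among the genes past the threshold and changed alike in both pairs was in *Igfbp4* (NM_010517, chromosome 11, 98902558 to 98913969), from 72.2 ± 20.3 to 3732 ± 730 RPKM (SD, n = 2 each; log2 fold change 5.71, adjusted p = 0.00155 from edgeR). It was followed by *Tns4* (5.62), *Serpinb1a* (4.74), *Ptpla* (4.52) and the long intergenic non-coding gene *Gm14005* (4.47). Among these genes, the strongest repression was in *Itga9* (−3.58), *Phldb1* (−2.91), *Nebl* (−2.84) and *Rec8* (−2.80), followed by the pseudogene *Bambi-ps1* (−2.72), whose reads may be shared with its parent gene. With *Il1b* and *Il21* as its examples, the paper states that the differences in STAT3 binding between cDCs and CD4+ T cells correlated with the differences in gene expression induced by IL-21.

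**Figure D2:**
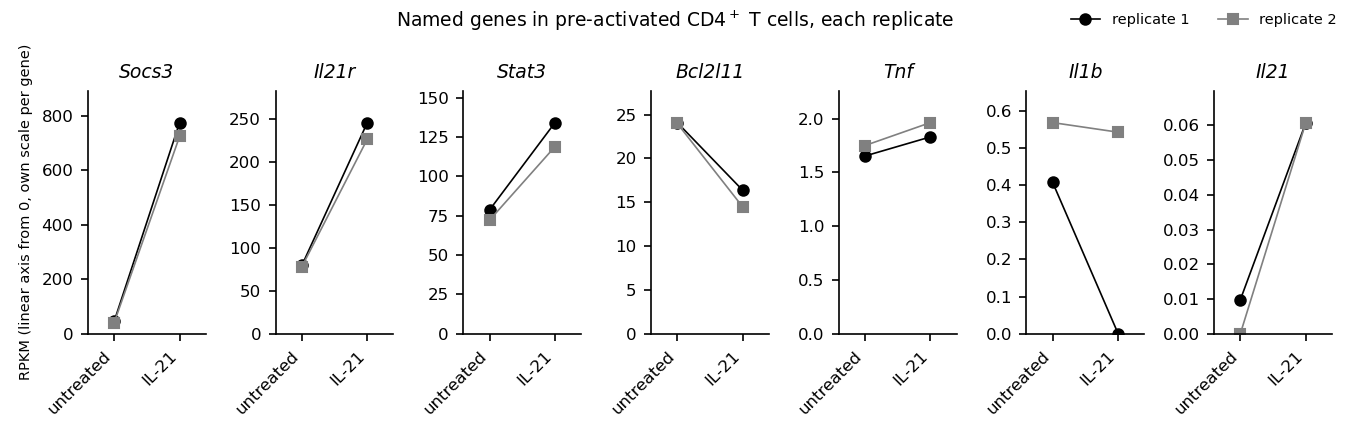
RPKM of 7 genes in the CD4+ T-cell libraries, on linear axes from 0 with a scale of its own for each gene. Each symbol is 1 library, and lines join the untreated and IL-21 libraries with the same replicate number. *Socs3*, *Il21r* and *Stat3* rose and *Bcl2l11* fell in both replicates, while *Il1b* fell to 0 in replicate 1 and stayed between 0.543 and 0.569 in replicate 2.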

Interestingly, analysis revealed IL-21-induced STAT3 binding in cDCs at the *Il1b* promoter and 5′ upstream region (Fig. 4c) to GAS-like motifs (Supplementary Table 1), with enriched H3K4me1 and H3K27ac marks at those sites (Fig. 4c), whereas STAT3 did not bind to these sites in CD4^+^ T cells and active enhancer marks were correspondingly absent (Fig. 4d). Conversely, for the *Il21* gene, in cDCs, where the gene is not expressed, neither STAT3 nor H3K4me1/H3K27ac marks were found at the promoter region after IL-21 stimulation (Fig. 4e), but IL-21-activated STAT3 bound to the *Il21* promoter region in CD4^+^ T cells, which express the gene, with enrichment of H3K4me1 and H3K27ac marks (Fig. 4f). Thus, gene expression correlated with the active enhancer landscapes and IL-21-induced STAT3 binding in cDCs versus CD4^+^ T cells. Moreover, we found IL-21-induced H3K4me3 at the *Il1b* promoter (indicating an open chromatin structure^20^) in cDCs where *Il1b* is expressed (Fig. 4c) but not in CD4^+^ T cells where it is not (Fig. 4d); conversely H3K4me3 was strongly present at the *Il21* promoter in CD4^+^ T cells where *Il21* is expressed (Fig. 4f), but not in cDCs where it is not (Fig. 4e). Interestingly, *Il1b* is one of only 24 genes in which we observed much higher H3K4me3 in cDCs than in CD4^+^ T cells (Supplementary Fig. 4). The presence of H3K27me3 repressive marks (indicative of inactive genes^20^) at the *Il1b* locus in CD4^+^ T cells and *Il21* locus in cDCs corresponded to the non-expression of these genes in these cell types. Interestingly, the *Il21* locus in CD4^+^ T cells exhibited both H3K27me3 and H3K4me3 marks (Fig. 4f), indicative of a bivalent gene poised for induction or repression^22^.

### A non-canonical pathway for IL-21-mediated IL-1β production

cDCs develop from precursor cells distinct from those that develop into monocyte-differentiated DCs and macrophages^23^. Whereas IL-1β production has been extensively studied in these latter cells^1^, the molecular machinery for processing pro-IL-1β into mature IL-1β in cDCs has not been reported. We treated cDCs with IL-21 or LPS and determined the expression of pro-IL-1β at different time points. Pro-IL-1β was detected at 2 and 6 h of IL-21 stimulation but then rapidly declined (Fig. 5a and Supplementary Fig. 5). Interestingly, this decline correlated with an increase of secreted IL-1β (from 16- to 24-hour time points, Fig. 5b). The antibodies recognizing secreted IL-1β did not cross-react with pro-IL-1β (Supplementary Fig. 6a,b), and correspondingly, pro-IL-1β was not detected in the cell culture supernatant after IL-21 stimulation (Supplementary Fig. 7), indicating that the protein detected was indeed the mature IL-1β. Importantly, the secreted IL-1β was bioactive and induced IL-2Rα expression in Th17 cells (Fig. 5c). Moreover, this induction was blocked by anti-IL-1β and did not occur in *Il1r*^−/−^ Th17 cells (Fig. 5c), confirming that IL-21 induces production of functional IL-1β.

In macrophages and BMDCs, IL-1β production in response to LPS+ATP involves an inflammasome containing caspase-1, NLRP3 and ASC (apoptosis-associated speck-like protein containing a CARD, encoded by the *Pycard* gene) as critical components. We thus examined IL-1β production in cDCs after stimulation with LPS+ATP, and found that it was greatly diminished in *Casp1*-, *Nlrp3*- or *Pycard*-deficient cDCs (Fig. 5d), indicating that the canonical caspase-1-containing inflammasome is functional in cDCs. Strikingly, however, IL-21-induced production of IL-1β was independent of caspase-1, NLRP3 and ASC (Fig. 5e), indicating a distinctive mechanism. Recently, a caspase-1-independent but caspase-8-dependent non-canonical inflammasome was reported^9^. We therefore, next examined the role of caspase-8 in IL-21-induced IL-1β production using cDCs from *Ripk3* and *Casp8* double-deficient mice, in which RIPK3-dependent necrosis resulting from caspase-8 deficiency is prevented^24^, but we found normal IL-21-induced IL-1β in caspase-8-deficient cDCs (Fig. 5f), indicating that caspase-8 is not essential for IL-21-induced IL-1β production in these cells.

Previously, we showed that IL-21-induced apoptosis of cDCs could be rescued by granulocyte-macrophage colony-stimulating factor (GM-CSF)^16^, so we investigated the effect of GM-CSF and whether apoptosis is required for IL-1β production. Interestingly, GM-CSF did not inhibit *Il1b* mRNA expression, and in fact GM-CSF slightly induced its expression, with GM-CSF+IL-21 inducing slightly more *Il1b* mRNA than IL-21 alone (Fig. 6a). However, adding GM-CSF enhanced the accumulation of unprocessed pro-IL-1β (Fig. 6b, upper panel), but GM-CSF significantly decreased IL-21-induced production of mature IL-1β protein (Fig. 6c). We hypothesized that cell death might be required for the release of IL-1β, and indeed inhibition of death by GM-CSF (Fig. 6b, lower panel) correlated with diminished release of mature IL-1β (Fig. 6c). Furthermore, corresponding to GM-CSF inhibiting IL-21-mediated cDC death by inhibiting BIM expression^16^, we observed markedly decreased IL-21-induced apoptosis in the absence of BIM, which is encoded by the *Bcl2l11* gene (ref. 16 and Fig. 6d), and whereas IL-21-induced *Il1b* expression was not significantly altered in BIM-deficient cDCs (Fig. 6e), IL-21-induced IL-1β production was essentially abolished (Fig. 6f). In contrast, LPS+ATP-mediated apoptosis (Fig. 6d) and IL-1β production (Fig. 6f) were not dependent on BIM. These data indicate that IL-21 uses a distinctive, non-canonical pathway for IL-1β production.

### Apoptosis is critical for IL-21-mediated IL-1β production

We next compared the effect of IL-21 to those of IL-6 and IL-10, which also activated STAT3 and could induce pro-IL1β (Fig. 2a,b). IL-21 appeared somewhat distinctive, as IL-1β production and cDC death were only slightly induced by IL-6 and IL-10 (Fig. 7a,b), even though these cytokines were more similar to IL-21 in their induction of pro-IL-1β (Fig. 2a,b). These results underscore the distinctive ability of IL-21 to potently induce apoptosis and the production of mature IL-1β in cDCs. Despite its apoptotic effect on cDCs, IL-21 does not diminish the viability of BMDCs^16^, and although IL-21-induced pro-IL-1β expression in BMDCs (Fig. 7c), it did not induce the production of mature IL-1β, in contrast to its potent induction by LPS+ATP (Fig. 7d). cDC death may result in the induction of serine protease activity, and previous studies suggested that pro-IL-1β can also be processed by serine proteases^25^. We thus investigated the role of serine proteases in IL-21-mediated IL-1β expression by treating cDCs with a general serine protease inhibitor, 3,4 dichloroisocoumarin^26^ before IL-21. This inhibitor substantially inhibited IL-21-induced IL-1β production (Fig. 7e) but did not affect IL-21-induced apoptosis (Fig. 7f). Thus, activation of serine protease(s) is not required for IL-21-mediated cell death but rather occurs in association with or following cell death. These data demonstrated that IL-21-STAT3 axis induces a non-canonical, cell death- and serine protease-dependent pathway for IL-1β production in cDCs.

### IL-21-mediated IL-1β in the pathologic response to PVM

IL-21 promotes the pathological immune response of PVM but the mechanism is unclear. We found less *Il1b* mRNA in the lungs of *Il21r*^−/−^ mice than in wild-type (WT) mice after infection with PVM^27^. Correspondingly, cDCs from *Il21r*^−/−^ mice had lower expression of pro-IL-1β after PVM infection (Fig. 8a,b). Consistent with the role of STAT3 in IL-21-mediated IL-1β expression, *Il1b* mRNA was also lower in lungs from *Stat3*^−/−^ than from WT mice after PVM infection (Fig. 8c). The absence of STAT3 significantly lowered pro-IL-1β expression in cDCs (Fig. 8d,e), whereas pro-IL-1β production tended to be lower in macrophages, although the decrease was not statistically significant (Fig. 8d,f), analogous to the *in vitro* data (Fig. 2f). Moreover, *Il1r*-deficient mice had less perivascular oedema and fewer immune cells (Fig. 8g, right versus left panel), and particularly fewer neutrophils (Fig. 8h) in the lung. These results indicate that IL-1β is a key mediator of inflammation, and collectively indicate the importance of the IL-21-STAT3-IL-β axis in the pathological immune response to PVM infection.

## Discussion

In this study, we have identified an unanticipated role of IL-21 in the regulation of IL-1β expression in cDCs and provide an example by which a type 1 cytokine regulates IL-1β. cDCs develop from precursor cells that are distinct from those giving rise to monocyte-derived DCs^28^. Whereas monocyte-derived DCs are important for inflammatory responses, cDCs play critical roles in triggering immune responses as well as maintaining immune self-tolerance through their interaction with T cells and the production of cytokines and chemokines^29^. The molecular mechanisms controlling IL-1β in cDCs previously have not been studied, and we found that in addition to using a canonical pathway (for example, for LPS) that is dependent on NF-κB for *Il1b* gene expression and the caspase-1-ASC-NLRP3 inflammasome for pro-IL-1β processing, cDCs can also use an alternative STAT3-dependent pathway for IL-21-induced *Il1b* gene expression. STAT3 bound at the *Il1b* promoter and 5′ upstream region, suggesting that it directly regulates *Il1b* mRNA expression. Interestingly, this IL-21-STAT3 pathway for regulating IL-1β seems to be cDC-specific, as IL-21 did not induce *Il1b* mRNA in CD4^+^ T cells even though it strongly activated STAT3 in these cells. Indeed, IL-21-activated STAT3 bound mostly to non-overlapping sites in cDCs and CD4^+^ T cells, and these different binding patterns likely account for the cell type-specific gene regulation by IL-21 (for example, induction of *Il1b* in cDCs versus *Il21* in CD4^+^ T cells). We further show that this distinctive STAT3 binding pattern correlates with the differential presence of marks for active enhancer landscapes in the different cell types, suggesting that epigenetic regulation is involved in the control of cell type-specific actions of IL-21. Previous studies have identified cell type-specific enhancer landscapes in Th1 and Th2 cells^30^, but our results reveal that differential enhancer landscapes in cDCs and CD4^+^ T cells determine the cell type-specific effect of IL-21.

Strikingly, we found that IL-21 not only induced *Il1b* mRNA expression in cDCs but also triggered pro-IL-1β processing and release of mature IL-1β, and that a second, inflammasome-activating signal was not required. Indeed, IL-21 acted in the absence of either caspase-1 or caspase-8, but IL-21-induced IL-1β production was strictly dependent on IL-21-mediated cell death, which requires STAT3-mediated induction of BIM^16^. Interestingly, the actions of IL-21 are distinctive because IL-6 and IL-10 minimally induce cDC death even though these cytokines also activate STAT3.

In this study, we have found that IL-21-mediated mature IL-1β production and release from cDCs are strictly dependent on cell death. Our data indicate that this process requires the activation of serine protease(s), which likely occurs in association with or following IL-21-induced cell death. Interestingly, previous studies have shown that serine proteases such as cathepsin G, elastase and proteinase 3 can cleave pro-IL-1β into active IL-1β in neutrophils^25^, which is responsible for caspase-1-independent IL-1β production during acute arthritis induction in mice^31^. Additional work is required to determine the *in vivo* importance of the novel IL-21-mediated, serine protease-dependent IL-1β production pathway we have identified as well as the importance of the induction of *IL1B* mRNA by human DCs.

Our studies establish a novel crosstalk between IL-21 and IL-1β, and this crosstalk may contribute to the uncontrolled inflammatory responses during PVM-induced lung disease. Additional work is required to determine the importance of this mechanism versus that of the canonical major NF-κB-inflammasome-dependent pathway in lung DCs and macrophages for the production of IL-1β during PVM infection. Conceivably, the pathway we describe might also contribute to autoimmune diseases where high levels of IL-21 and IL-1β can be detected^7^,^12^. These studies significantly expand our understanding of the actions of IL-21 in cDCs, with IL-21 both promoting immune tolerance through the induction of apoptosis of cDCs and also promoting inflammatory responses via its induction of IL-1β.

## Methods

### Mice and reagents

C57BL/6, 129X1/SvJ, *Bcl2l11*^−/−^, *Il1r*^*−/−*^ and CD11c-*Cre* mice were from The Jackson Laboratory. *Stat3*-deficient DCs were generated by crossing *Stat3*-floxed mice with CD11c-*Cre* mice^16^. *Il21r*^*−/−*^ mice have been described^10^. *Ripk3* and *Casp8* double-deficient mice have been described^24^. *Casp1*^−/−^ mice were from The Jackson Laboratory or from Dr Richard Flavell, Yale University^32^. *Nlrp3*^−/−^ and *Pycard*^−/−^ mice were from Dr Vishva Dixit, Genentech^33^,^34^. Both male and female mice from 7 to 12 weeks old were used. All protocols were approved by the NHLBI Animal Care and Use Committee and followed NIH guidelines for using animals in intramural research. MLN120B was provided by Dr Ulrich Siebenlist, NIH.

### Isolation of splenic DCs

Mouse spleens were injected with 1 ml of 1 mg ml^−1^ collagenase D and 20 μg ml^−1^ DNase I (Roche), cut and incubated in collagenase solution at 37 °C for 20 min. After passage through a cell strainer, red blood cells were lysed using ACK lysis buffer and the remaining cells were incubated with Fc block (BD Biosciences) at 4 °C for 10 min. CD11c^+^ cells were positively selected with CD11c microbeads (Miltenyi Biotec). Purity of CD11c^+^ DCs was 93–95%.

### Isolation of human peripheral blood CD1c^+^ cDCs

Buffy coats from healthy volunteers were separated by gradient centrifugation using lymphocyte separation medium. Mononuclear cells were negatively selected using CD19 microbeads to remove the CD1c^+^ B cells, followed by positive selection with CD1c microbeads (Miltenyi Biotech) to enrich for CD1c^+^ cDCs (purity was >90%).

### Generation of BMDCs and BMMs

Bone marrow cells from mouse femurs and tibias were cultured for 8 days in RPMI-1640 medium containing 10% FBS, 200 μM L-glutamine, 10 IU ml^−1^ penicillin, 100 μg ml^−1^ streptomycin, 55 μM β-mercaptoethanol and 20 ng ml^−1^ GM-CSF (for BMDCs) or macrophage colony-stimulating factor (for BMMs) (Peprotech), with medium changed every 3 days. Cells were >90% pure.

### FACS analysis of phosphorylated STAT proteins

Cells were stained with mouse CD11c (N418, 1/200 and eBioscience), F4/80 (BM8, 1/200, Biolegend), or TCR-β (H57-597, 1/200, Biolegend) antibodies at 37 °C for 10 min, stimulated with cytokines for 15 min, fixed with 2% paraformaldehyde at 37 °C for 10 min, permeabilized in 90% ice-cold methanol for 30 min, washed twice with FACS buffer (PBS with 1% FBS), stained with pSTAT3 (Y705)-PE or pSTAT3 (Y705)-Alexa Fluor 647 antibodies (4/P-STAT3, 1/25 and BD Biosciences) at RT for 30 min, and analysed on a FACSCanto II (Becton Dickinson).

### RNA analysis

Total RNA was isolated using the RNeasy Plus Mini Kit (Qiagen). First-strand complementary DNAs were synthesized using the Omniscript reverse transcription kit (Qiagen) and oligo(dT). Quantitative reverse transcription–PCR was performed on a 7900H sequence detection system (Applied Biosystems). Real-time primers and TaqMan probes were from Applied Biosystems. Expression was normalized to mouse *Rpl7* or human *ACTB*.

### Apoptosis studies

Splenic DCs were rested 1 h, stimulated with different cytokines for 20–24 h, and apoptosis was analysed by Annexin V and 7-AAD staining (BD Biosciences). For some experiments, the cells were incubated with 20 μM of serine protease inhibitor 3,4 dichloroisocoumarin for 1 h before cytokine stimulation.

### Bioactivity assay of mature IL-1β

Naïve CD4^+^ T cells were isolated from WT and *Il1r*^*−/−*^ mice and differentiated into Th17 cells with 5 μg ml^−1^ plate-bound anti-CD3, 2 μg ml^−1^ soluble anti-CD28, 10 ng ml^−1^ IL-6, 2 ng ml^−1^ TGF-β, 10 μg ml^−1^ anti-IFN-γ, 10 μg ml^−1^ anti-IL-4 for 2 days. cDC supernatants from un-stimulated or IL-21-stimulated cultures were added to the cells and incubated for 2 days, without or with the addition of 10 μg ml^−1^ anti-IL-1β. Expression of IL-2Rα on Th17 cells was determined by flow cytometry. Amounts of mature IL-1β in the supernatants were determined by a standard curve (0–10 ng ml^−1^ recombinant IL-1β)

### PVM infection and lung cell preparation

Virus stock (PVM strain J3666) was prepared as previously described^35^. Mice were anaesthetised briefly by ketamine/xylazine and inoculated intranasally with 60 plaque-forming unit PVM in 50 μl PBS. For flow cytometry analysis, lung tissue was minced into small pieces using a razor blade and digested in a solution containing 1 mg ml^−1^ collagenase D and 200 μg ml^−1^ DNase I (Roche) for 30 min at 37 °C. Digested tissue was then pushed through a cell strainer with a syringe. Cells were centrifuged, and RBCs were lysed with ACK, followed by two washes with complete RPMI-1640 medium. For RNA analysis, lung tissue was homogenized in TRIzol (Invitrogen) followed by RNA cleanup with the RNeasy kit (Qiagen).

### ChIP-Seq analysis

DCs were rested 1 h and treated with IL-21 for 1 h; CD4^+^ T cells were pre-activated with 5 μg ml^−1^ plate-bound anti-CD3+2 μg ml^−1^ soluble anti-CD28 for 3 days, washed, rested for 16 h and treated with IL-21 for 1 h. Cells were fixed with 1% formaldehyde at 37 °C for 10 min. Chromatin from 2 × 10^7^ cells was sonicated for 20 cycles of 12 s on per 48 s off, into 200–500 bp fragments, DNA ends were repaired using polynucleotide kinase and Klenow enzyme and treated with Taq polymerase to generate a protruding 3′ ‘A’ nucleotide. DNA fragments of ∼250–450 bp were purified from agarose gels and used for cluster generation and sequencing. Antibodies against STAT3 (13–7,000, 4 μg, Invitrogen), H3K4me1 (ab8895, 3 μg, Abcam), H3K4me3 (17–614, 3 μg, Millipore), H3K27me3 (17–622, 3 μg, Millipore), H3K27ac (ab4729, 3 μg, Abcam) were used.

PCR products were barcoded (indexed) and sequenced on an Illumina HiSeq 2000 platform. Sequenced reads (50 bp, single end) were obtained with the Illumina CASAVA1.8 pipeline and mapped to the mouse genome (NCBI37/mm9, July 2007) using Bowtie 0.12.9^36^. Only uniquely mapped reads were retained. To eliminate bias caused by PCR amplification, only non-redundant reads were retained and analysed. The mapped outputs were converted to browser-extensible data files, which were then converted to binary tiled data files (TDFs) using IGVTools 2.3.32 for viewing on the IGV browser (http://www.broadinstitute.org/igv/home). TDFs represent the average alignment or feature density for a specified window size across the genome. We mapped reads into non-overlapping 200 bp windows (for transcription factors STAT3) or 20 bp windows (for histone modifications such as H3K4me1 or H3K27ac) and the reads were shifted 100 bp from their 5′ starts to represent the center of the DNA fragment associated with the reads.

See Supplementary Table 2 for the summary of ChIP-Seq libraries.

### RNA-Seq analysis

Total mouse splenic CD4^+^ T cells were pre-activated with plate-bound anti-CD3+anti-CD28 for 3 days, washed and rested overnight, and not stimulated or stimulated with IL-21 for 4 h. Total RNA was isolated, and 5 μg per sample were used for mRNA purification using Dynal oligo(dT) beads (Invitrogen). Double-stranded complementary DNA was synthesized with random hexamer primers, SuperScript II, DNA polymerase I and T4 DNA polymerase (Invitrogen) and fragmented by Bioraptor. After end repair (Epicentre DNA END-Repair kit) and the addition of an ‘A’ nucleotide to the 3′ ends with Taq DNA polymerase, two mixed Solexa adaptors (Illumina) were ligated to DNA ends using T4 DNA ligase (New England Biolabs). Fragments (250–500 bp) were isolated on 2% E-Gels (Invitrogen) and amplified for 18 cycles using PE 1.0 and 2.0 primers (Illumina) and Phusion High Fidelity PCR Master Mix (New England Biolabs). PCR products were run on a gel, and 250–500 bp fragments were purified. Final PCR products were sequenced on an Illumina HiSeq 2000 platform. Sequenced reads (50 bp, single end) were mapped to the mouse genome (NCBI37/mm9, July 2007) using Bowtie 0.12.9, and only the reads that mapped on exons of each RefSeq gene were measured and normalized using reads per kilobase per million mapped reads. The analyses of differential gene expression were performed using the R package edgeR. See Supplementary Table 2 for the summary of RNA-Seq libraries.

### ChIP-Seq peaks and binding distribution

MACS 1.4.2 (ref. 37) was used to call binding sites (peaks) relative to control libraries. The *P* value threshold was set as 1 × 10^−5^ and effective genome size was set as 1.87 × 10^9^. Only non-redundant reads were analysed for peak calling. A transcription factor (such as STAT3) was considered as ‘bound’ to genes if peaks were within 5 kb upstream of the transcription start site and anywhere across the gene body.

### Binding intensity distribution

To compute the binding distribution of transcription factors or histones across selected genomic regions (such as STAT3 peaks), we chose±3 kb regions around either transcription start site or peak summits and divided the regions into bins of 20-bp window size. Reads (or tags) that fell into each bin were counted and normalized by library size. The normalized read density was plotted using Gnuplot 4.6. Heatmap of binding intensity was generated based on K-means clustering and plotted using seqMiner 1.3.3e^38^.

### Statistical analysis

Statistical comparison between samples was performed by unpaired Student’s *t*-test, *P*<0.05 is considered as statistically significant. NS, not statistically significant.

## Additional information

**Accession codes:** RNA-Seq and ChIP-Seq data are accessible through GEO SuperSeries accession code GSE61677.

**How to cite this article:** Wan, C.-K. *et al.* IL-21-mediated non-canonical pathway for IL-1β production in conventional dendritic cells. *Nat. Commun.* 6:7988 doi: 10.1038/ncomms8988 (2015).

## Supplementary Material

Supplementary Figures and Tables Supplementary Figures 1-7 and Supplementary Tables 1-2

Supplementary Data 1 Genes regulated in cDCs by LPS (a), IL-21 (b), IL-10 (c), IL-21 but not IL-10 (d), IL-10 but not IL-21 (e), and both IL-21 and IL-10 (f).

Supplementary Data 2 Shown are genes regulated by LPS in cDCs whose expression is altered by IL-21 (a), IL-10 (b), IL-21 but not IL-10 (c), IL-10 but not IL-21 (d), or both IL-21 and IL-10 (e).

Supplementary Data 3 IL-21-induced STAT3 peaks in pre-activated CD4+ T cells (a) and cDCs (b).

## Figures and Tables

**Figure 1:**
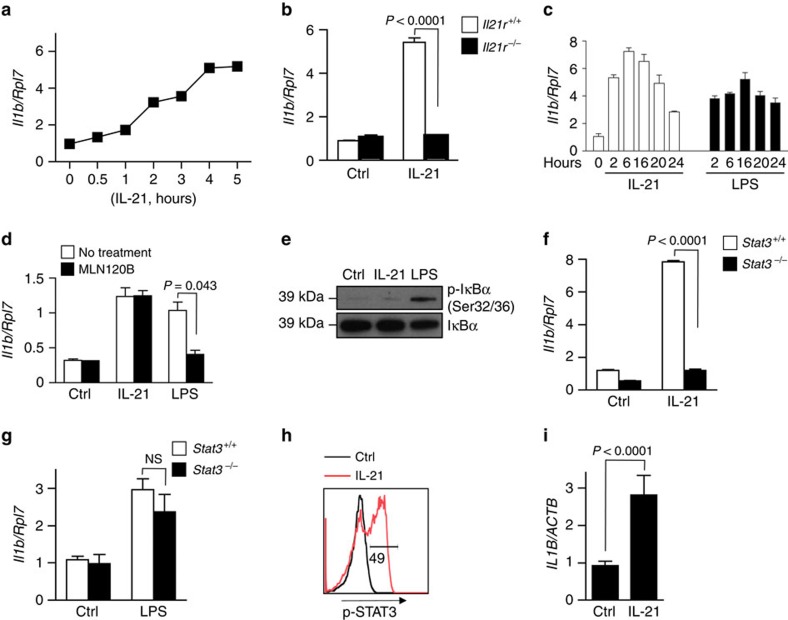
IL-21 induces *Il1b* mRNA expression via STAT3. (**a**) cDCs were rested 1 h, treated with 100 ng ml^−1^ IL-21 at the indicated time points, and *Il1b* mRNA assessed relative to *Rpl7* by reverse transcription–PCR (RT–PCR). Shown is one of two similar experiments. (**b**) *Il21r*^+/+^ and *Il21r*^−/−^ cDCs were treated with IL-21 for 5 h and *Il1b* mRNA assessed. (**c**) cDCs were rested 1 h, treated with 100 ng ml^−1^ IL-21 or LPS at the indicated time points and *Il1b* mRNA assessed relative to *Rpl7* by RT–PCR. Shown are the combined results of two independent experiments. (**d**) cDCs were incubated with 10 μM MLN120B for 1 h, treated with IL-21 or LPS for 4 h and *Il1b* mRNA assessed. (**e**) cDCs were rested 1 h, stimulated with 100 ng ml^−1^ IL-21 or LPS for 30 min, and the expression of phosphorylated and total IκBα was determined. Shown is one of two similar experiments. (**f**,**g**) cDCs from *Stat3*^+/+^ and *Stat3*^−/−^ mice were treated with IL-21 (**f**) or LPS (**g**) as in **b**, and *Il1b* mRNA assessed. In **g**, NS, *P*=0.3. Data in **b** and **d**–**g** are representative of three experiments; error bars are technical duplicates of the representative experiment; shown is expression relative to *Rpl7* assessed by RT–PCR. (**h**) Human peripheral blood DCs were rested 16 h and stimulated with IL-21 for 15 min. pSTAT3 in CD1c^+^ cells was measured by flow cytometry. Shown are data representative of five samples in three experiments. (**i**) Human CD1c^+^ cDCs were rested 16 h, stimulated with IL-21 for 4 h, and *IL1B* mRNA relative to *ACTB* was assessed by RT–PCR. Data are from three experiments (six total samples); error bars are means±s.e.m. Statistical analysis was performed by Student’s *t*-test.

**Figure 2:**
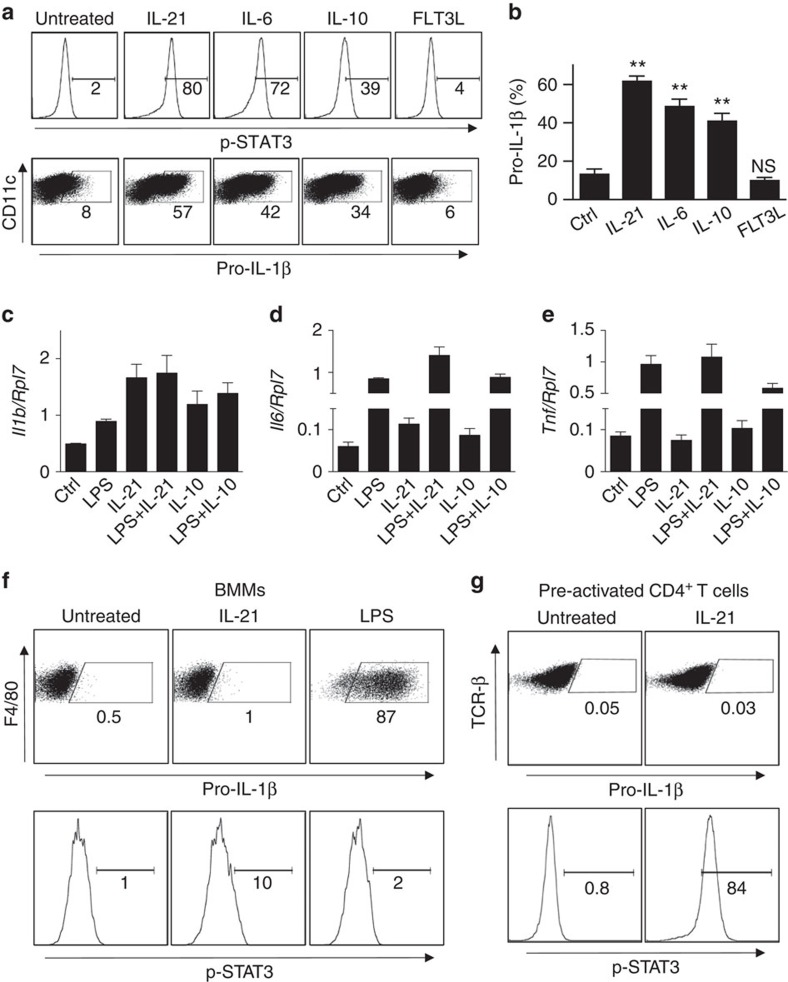
IL-21-induced pro-IL-1β expression is linage-restricted. (**a**) Top panel: cDCs were rested 16 h and stimulated as indicated for 15 min. pSTAT3 was evaluated by flow cytometry. cDCs were gated as CD11c^hi^ cells. Bottom panel: cDCs were rested 1 h, treated with 20 ng ml^−1^ IL-21, IL-6, IL-10 or Flt3L for 4 h, and intracellular pro-IL-1β analysed by flow cytometry. Shown are data representative of three experiments. (**b**) Summary of three experiments from lower panel of **a**. **P values of the untreated sample compared with IL-21, IL-6 and IL-10 treated samples are 0.0002, 0.0017 and 0.0049, respectively; NS, *P*=0.4; error bars are means±s.e.m. (**c**–**e**) cDCs were stimulated with 100 ng ml^−1^ IL-21 or IL-10 for 1 h, then stimulated with 100 ng ml^−1^ LPS for 4 h, and the expression of *Il1b* (**c**), *Il6* (**d**), and *Tnf* (**e**) mRNA were determined. Shown are combined results of 3 independent experiments; error bars are means±s.e.m. (**f**) Top panel: BMMs were rested without M-CSF for 16 h, treated with IL-21 or LPS for 4 h, and intracellular pro-IL-1β assessed by flow cytometry. Bottom panel: BMMs (gated as CD11c^+^F4/80^+^ cells) were rested and treated with IL-21 or LPS for 15 min. pSTAT3 was evaluated by flow cytometry. Data are representative of two experiments (total of 6 individual samples). (**g**) Top panel: CD4^+^ T cells were pre-activated with 5 μg ml^−1^ plate-bound anti-CD3+2 μg ml^−1^ soluble anti-CD28 for 3 days, washed, rested 16 h, treated with IL-21 for 4 h, and intracellular pro-IL-1β assessed by flow cytometry. Bottom panel: Rested CD4^+^ T cells were treated with IL-21 for 15 min. pSTAT3 was evaluated by flow cytometry. Data are representative of three experiments. Statistical analysis was performed by Student’s *t*-test.

**Figure 3:**
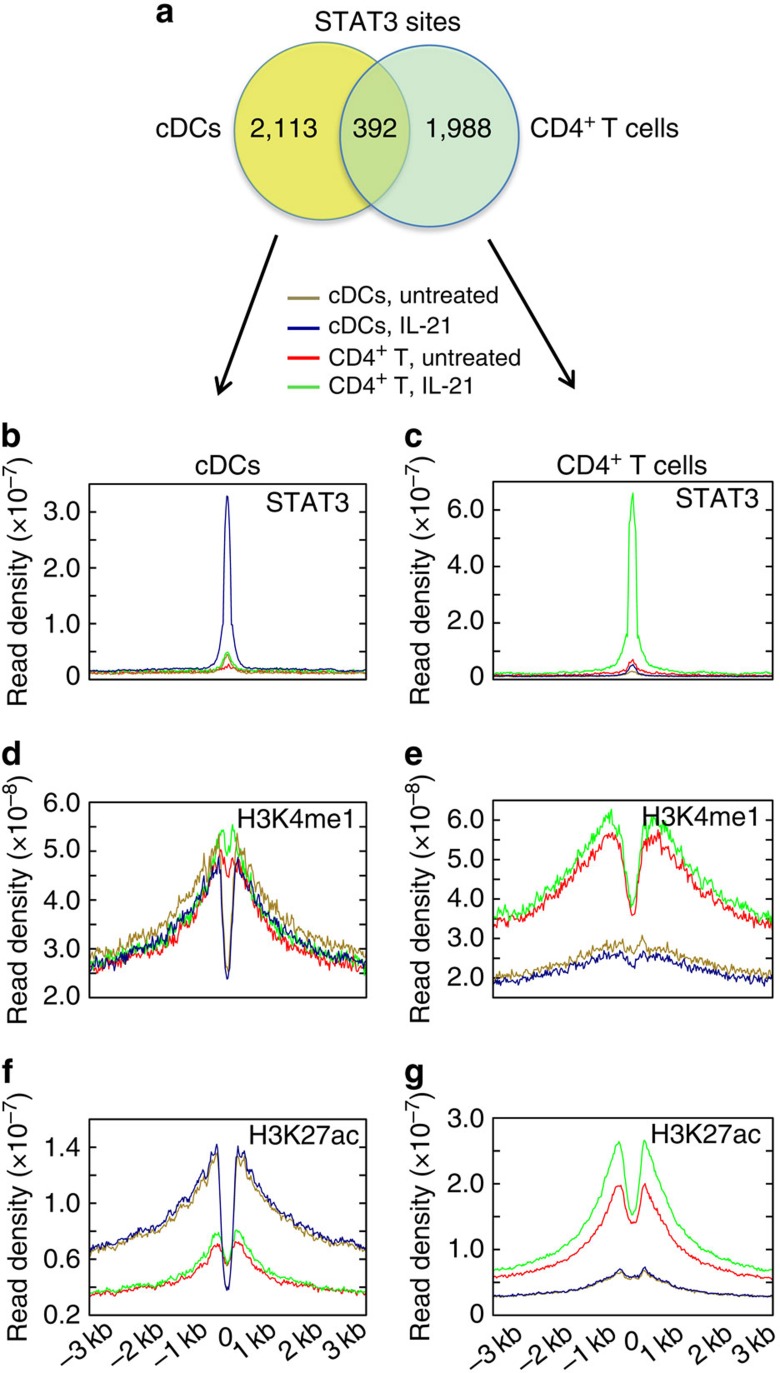
Distinct genome-wide STAT3 binding profile and enhancer landscapes in cDCs and CD4^+^ T cells. (**a**–**g**), cDCs were rested 1 h, treated with IL-21 for 1 h; pre-activated CD4^+^ T cells were washed, rested 16 h, treated with IL-21 for 1 h, and ChIP-Seq performed for STAT3, H3K4me1, and H3K27ac. (**a**) Venn diagram showing overlapping and distinctive STAT3 binding sites in cDCs and CD4^+^ T cells. (**b**–**g**) For IL-21-induced-STAT3 binding sites that differentially exist in cDCs or CD4^+^ T cells, there were cell type-specific binding profiles of STAT3 (**b** versus **c**) and H3K4me1 (**d** versus **e**) and H3K27ac (**f** versus **g**) enhancer marks. Shown are normalized read densities near peak summits for cDC- or CD4^+^ T-cell specific STAT3 binding sites. ‘Dips’ at the plot centres (**d**–**g**) represent open chromatin corresponding to nucleosome depletion. Data are representative of two experiments.

**Figure 4:**
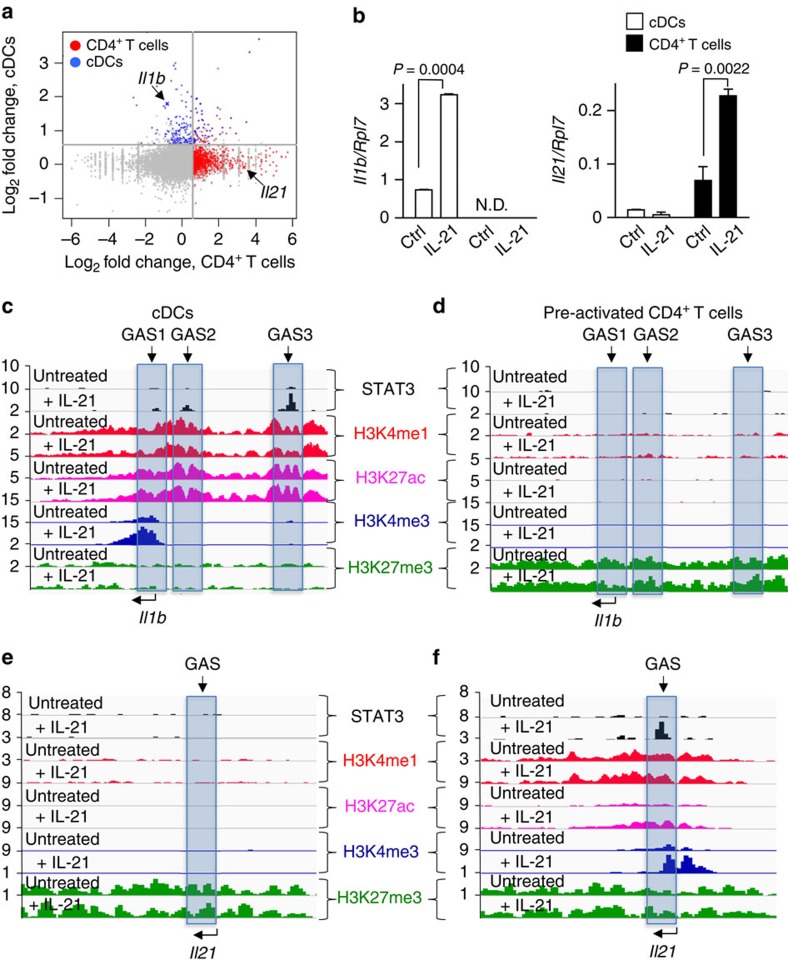
Cell type-specific expression of *Il1b* and *Il21* genes correlates with the differential STAT3 binding and enhancer landscapes. (**a**) Freshly isolated cDCs were rested 1 h, then stimulated with IL-21 for 4 h; CD4^+^ T cells were pre-activated for 3 days, then washed and rested 16 h, and stimulated with IL-21 for 4 h. Shown are genes differentially regulated by IL-21 in cDCs versus pre-activated CD4^+^ T cells. For cDCs, gene expression profiling was performed by microarray analysis, where cDCs were pooled from three independent experiments, as described in ref. 16. For pre-activated CD4^+^ T cells, gene expression profiling data were generated by RNA-Seq analysis. Shown are data from one of two similar experiments. (**b**) *Il1b* and *Il21* expression in cDCs and CD4^+^ T cells not treated or stimulated with IL-21 as in **a**. Data are representative of 3 experiments. Error bars are technical duplicates of the representative experiment. (**c**,**d**) STAT3 binding, H3K4me1, H3K27ac, H3K4me3, and H3K27me3 marks at the *Il1b* locus in cDCs (**c**) and CD4^+^ T cells (**d**). Arrows in **c** indicate STAT3 binding sites at GAS1, GAS2 and GAS3 regions (GAS1: TTAgggGAA (−155 bp), TACcctGAA (−175 bp), TCCctgGAA (−195 bp); GAS2: TTTgggGAA (−2,452 bp), TTCctcCAA (−2,525 bp), TTCttcAAA (−2,549 bp); GAS3: TTGtgtGAA (−9,761 bp)). Arrows in **d** indicate the STAT3 binding sites identified in cDCs, but no STAT3 binding was seen at these sites in CD4^+^ T cells. (**e**,**f**) STAT3 binding, H3K4me1, H3K27ac, H3K4me3 and H3K27me3 marks at the *Il21* gene locus in cDCs (**e**) and CD4^+^ T cells (**f**). Arrow in **f** indicates the STAT3 binding site at the GAS motif in the *Il21* promoter region. Arrow in **e** indicates this same site, but no STAT3 binding was seen at this site in cDCs. Data are representative of two experiments. Statistical analysis was performed by Student’s *t*-test.

**Figure 5:**
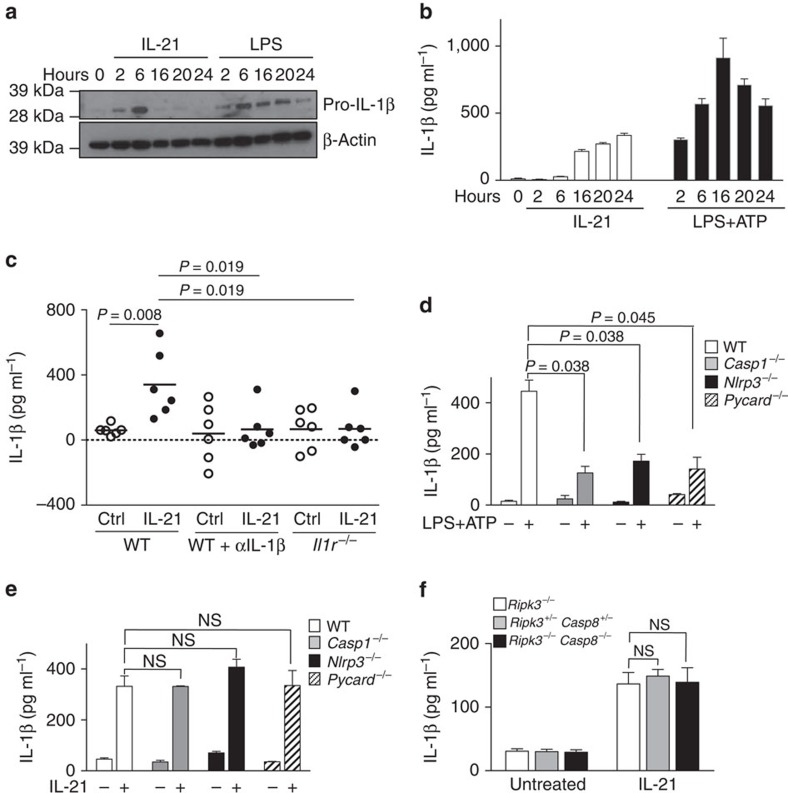
IL-21-induced IL-1β by cDCs is independent of the canonical caspase-containing inflammasomes. (**a**) cDCs were rested 1 h, treated with 100 ng ml^−1^ IL-21 or LPS at the indicated time points, and intracellular pro-IL-1β expression was determined. β-actin was used as control. Shown is one of two similar experiments. (**b**) cDCs were treated as in **a**, with 5 mM ATP added 1 h prior indicated time points in LPS-stimulated samples, and the secretion of IL-1β was determined by enzyme-linked immunosorbent assay (ELISA). Shown are combined results of two independent experiments; error bars are means±s.e.m. (**c**) CD4^+^ T cells from WT or *Il1r*^−/−^ mice were cultured in Th17 cell differentiation conditions for 2 days, then supernatant from a 24 h, IL-21-treated cDC culture was added to the Th17 cells and incubated for 2 days, with or without addition of 10 μg ml^−1^of anti-IL-1β. Expression of IL-2Rα (MFI) was determined by flow cytometry. The amount of biologically active IL-1β was determined using a standard curve constructed by assaying recombinant IL-1β. Shown are the combined results of two independent experiments with total of six samples. (**d**,**e**) WT, *Casp1*^−/−^, *Nlrp3*^−/−^ and *Pycard*^−/−^ cDCs were rested 1 h. In **d**, cDCs were then treated with 100 ng ml^−1^ LPS for 20–24 h with 5 mM ATP added in the final 1 h, and IL-1β assessed. Data are from two experiments; error bars are means±s.e.m. In **e**, cDCs were then treated with IL-21 for 20–24 h and IL-1β protein determined. Data are from five experiments. *P* values of IL-21-treated WT samples as compared with *Casp1*^−/−^, *Nlrp3*^−/−^ and *Pycard*^−/−^ samples are 0.99, 0.22 and 0.96, respectively; error bars are means±s.e.m. (**f**) cDCs from *Ripk3*^−/−^, *Ripk3*^+/−^*Casp8*^+/−^ and *Ripk3*^−/−^*Casp8*^−/−^ mice were treated as in **e**, and IL-1β assessed. Data shown are from three experiments. *P* values of IL-21-treated *Ripk3*^−/−^ sample compared with *Ripk3*^+/−^*Casp8*^+/−^ and *Ripk3*^−/−^*Casp8*^−/−^ samples are 0.57 and 0.93, respectively. In **b** and **d**–**f**, IL-1β production in the culture supernatant was determined by ELISA. Pro-IL-1β induced by IL-21 in the culture supernatant was minimal, based on a pro-IL-1β-specific ELISA. Statistical analysis was performed by Student’s *t*-test.

**Figure 6:**
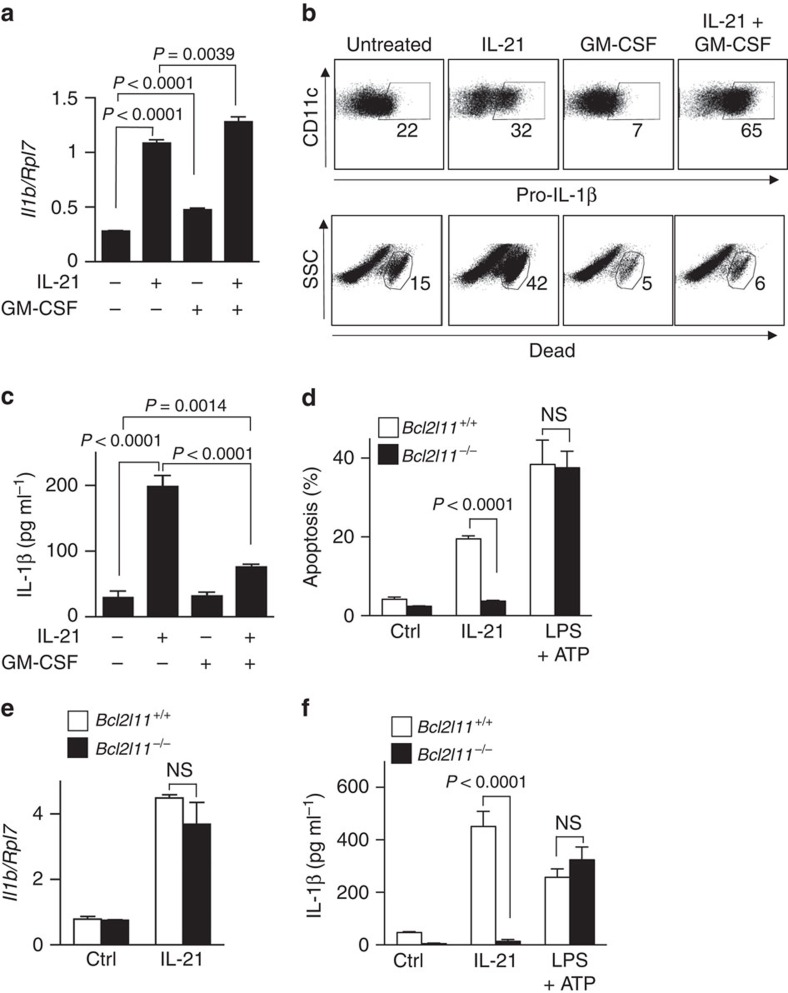
GM-CSF inhibits IL-21-mediated pro-IL-1β processing. (**a**) cDCs were treated with 100 ng ml^−1^ IL-21 and/or 20 ng ml^−1^ GM-CSF for 4 h, and *Il1b* mRNA relative to *Rpl7* assessed by RT–PCR. Data are from three experiments. Error bars are means±s.e.m. (**b**) cDCs were treated as in **a** for 24 h, and intracellular pro-IL-1β expression (top panel) and cell death (bottom panel) analysed by flow cytometry. Data are representative of three experiments. (**c**) cDCs were treated as in **a** for 24 h, and IL-1β protein determined. Data are from three experiments. (**d**) cDCs from *Bcl2l11*^+/+^ and *Bcl2l11*^−/−^ mice were treated with IL-21 for 24 h, or LPS for 24 h with 5 mM ATP added in the final 1 h, and % apoptotic cells (Annexin V^+^ and/or 7-AAD^+^) assessed. NS, *P*=0.84. In **c**,**d**, error bars are means±s.e.m. (**e**) cDCs from *Bcl2l11*^+/+^ and *Bcl2l11*^−/−^ were treated with IL-21 for 4 h, and *Il1b* mRNA relative to *Rpl7* assessed by RT–PCR. Data are representative of three experiments; error bars are technical duplicates of the representative experiment; NS, *P*=0.14. (**f**) As in **d**, but IL-1β protein instead of apoptosis was determined. Data are from three experiments; error bars are means±s.e.m; NS, *P*=0.34. In **c** and **f**, IL-1β levels in the culture supernatant was determined by ELISA. Pro-IL-1β induced by IL-21 in the culture supernatant was minimal, based on a pro-IL-1β-specific ELISA. Statistical analysis was performed by Student’s *t*-test.

**Figure 7:**
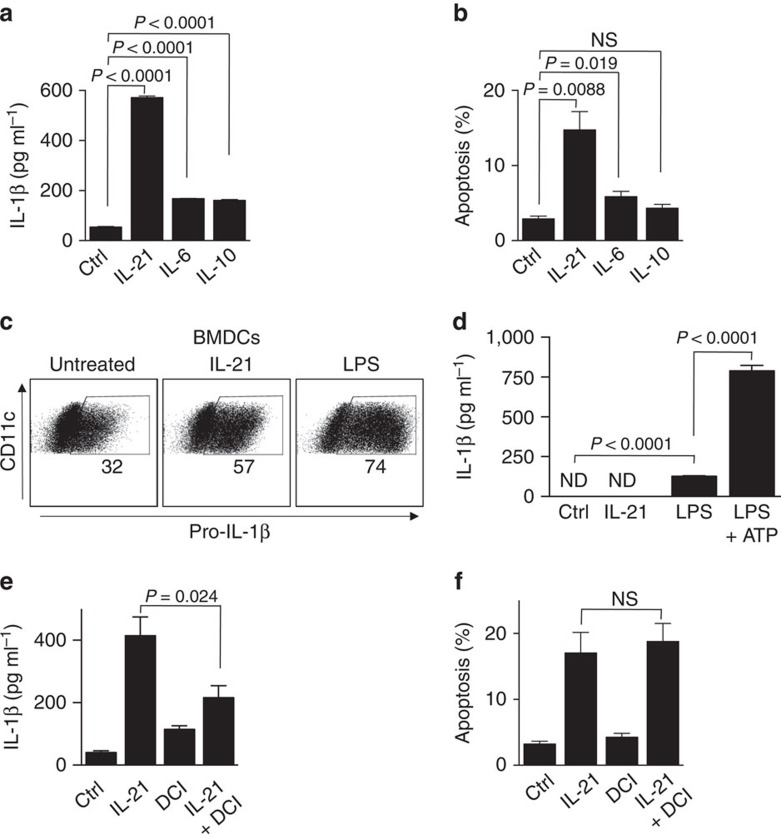
IL-21-induced IL-1β by cDCs is cell-death dependent. (**a**,**b**) cDCs were treated with 100 ng ml^−1^ IL-21, IL-6, or IL-10 for 24 h and IL-1β protein (**a**) and % apoptosis (**b**) determined. Data are from three experiments; error bars are means±s.e.m. In **b**, NS, *P*=0.076. (**c**) BMDCs were rested without GM-CSF for 16 h, treated with IL-21 or LPS for 4 h, and intracellular pro-IL-1β determined by flow cytometry. BMDCs were gated as CD11c^hi^ cells. Data are representative of two experiments with a total of six samples. (**d**) BMDCs were treated for 24 h with IL-21 or LPS±5 mM ATP added in the final 1 h, and IL-1β protein determined. Data are representative of three experiments with a total of eight individual samples; error bars are technical duplicates of the representative experiment. N.D., not detectable. (**e**,**f**) cDCs were treated with 20 μM of DCI for 1 h, then with IL-21 for 24 h. IL-1β protein production (**e**) and the % apoptotic cells was determined (**f**). Data are from four experiments; error bars are means±s.e.m. In **f**, NS, *P*=0.69. In Figure 6, IL-1β production in the culture supernatant was determined by ELISA. Pro-IL-1β induced by IL-21 in the culture supernatant was minimal, based on a pro-IL-1β-specific ELISA. Statistical analysis was performed by Student’s *t*-test.

**Figure 8:**
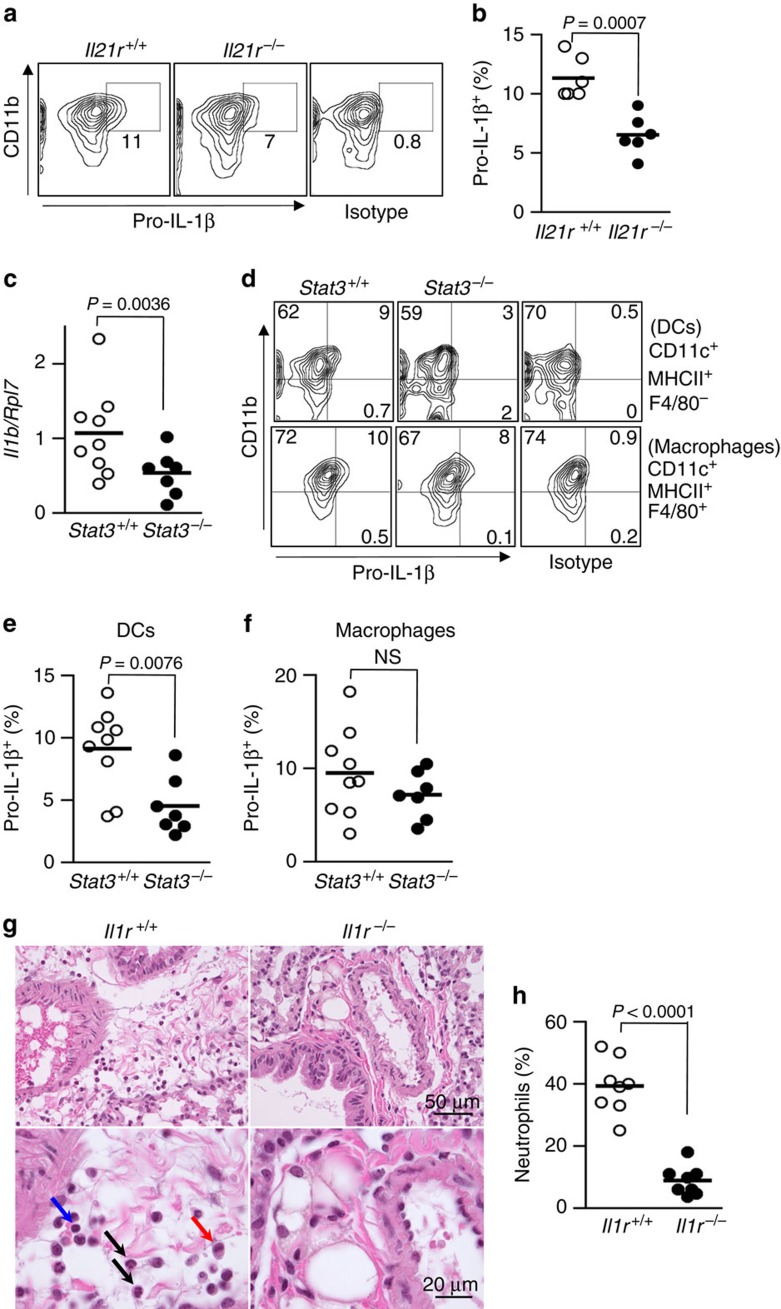
IL-21-STAT3 signaling contributes to the expression of IL-1β during PVM infection. (**a**,**b**) *Il21r*^+/+^ and *Il21r*^−/−^ mice were infected with 60 plaque-forming unit PVM for 6 days. Expression of intracellular pro-IL-1β in DCs (CD11c^+^MHCII^+^F4/80^−^) was determined by flow cytometry. Shown are representative plots (**a**) and summary of data from multiple animals (**b**). Data from two experiments (*n*=6). (**c**–**f**) *Stat3*^+/+^ and *Stat3*^−/−^ mice were infected with 60 plaque-forming unit PVM for 6 days. (**c**) RNA was isolated from lungs and *Il1b* mRNA expression was analysed by RT–PCR. (**d**–**f**) Expression of intracellular pro-IL-1β in DCs (CD11c^+^MHCII^+^F4/80^−^) (**b**,**c**) and macrophages (CD11c^+^MHCII^+^F4/80^+^) (**b**,**d**) was determined by flow cytometry. Shown are representative plots (**d**) and summary of data of DCs (**e**) and macrophages (**f**) from multiple animals. Data are from two experiments (*Stat3*^+/+^, *n*=9; *Stat3*^−/−^, *n*=7). In **f**, NS, *P*=0.26. (**g**,**h**) *Il1r*^+/+^ and *Il1r*^−/−^ mice were infected with PVM as in **a**. (**g**) Representative lung sections (stained with H&E) from *Il1r*^+/+^ and *Il1r*^−/−^ mice after PVM infection for 6 days. Top: Compared with *Il1r*^−/−^ mice, *Il1r*^+/+^ lungs showing severe oedema at day 6 after PVM infection. Bottom: higher magnification; neutrophils (black arrows), macrophages (red arrow) and lymphocytes (blue arrow). (**h**) Percent neutrophils (CD11b^hi^ Ly6G^+^, determined by flow cytometry) in lungs after PVM infection for 6 days. Data are from two experiments (total of eight mice per group). Statistical analysis was performed by Student’s *t*-test.

# Supplementary material for: IL-21-mediated non-canonical pathway for IL-1β production in conventional dendritic cells
**Source:** Nat Commun. 2015 Aug 13;6:7988. doi: 10.1038/ncomms8988
**Supplement:** Supplementary Figures and Tables — Supplementary Figures 1-7 and Supplementary Tables 1-2

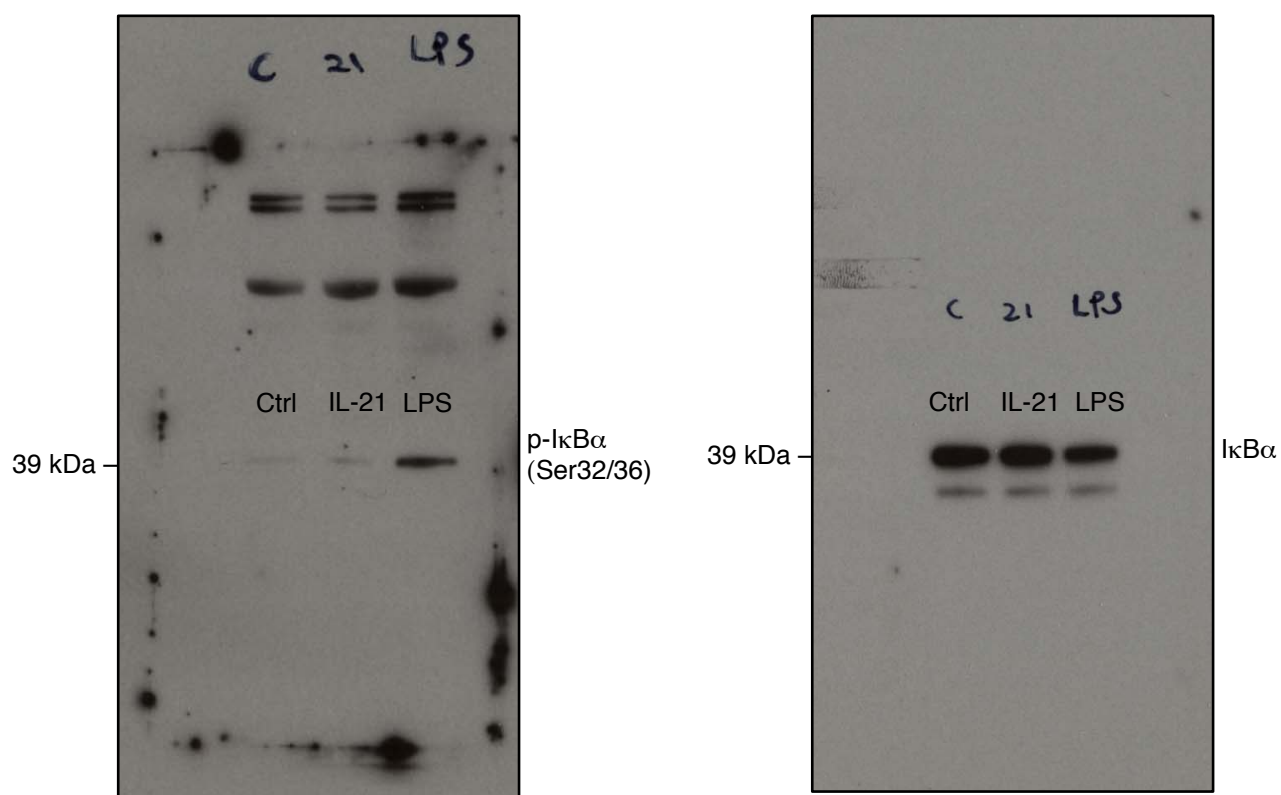

**Supplementary Figure 1.** LPS but not IL-21 stimulation induces IkB $\alpha$  phosphorylation. cDCs were rested 1 h, stimulated with 100 ng ml<sup>-1</sup> IL-21 or LPS for 30 min, and the expression of phosphorylated (left) and total (right) IkB $\alpha$  was determined. Shown is one of two similar experiments. See also Figure 1e.

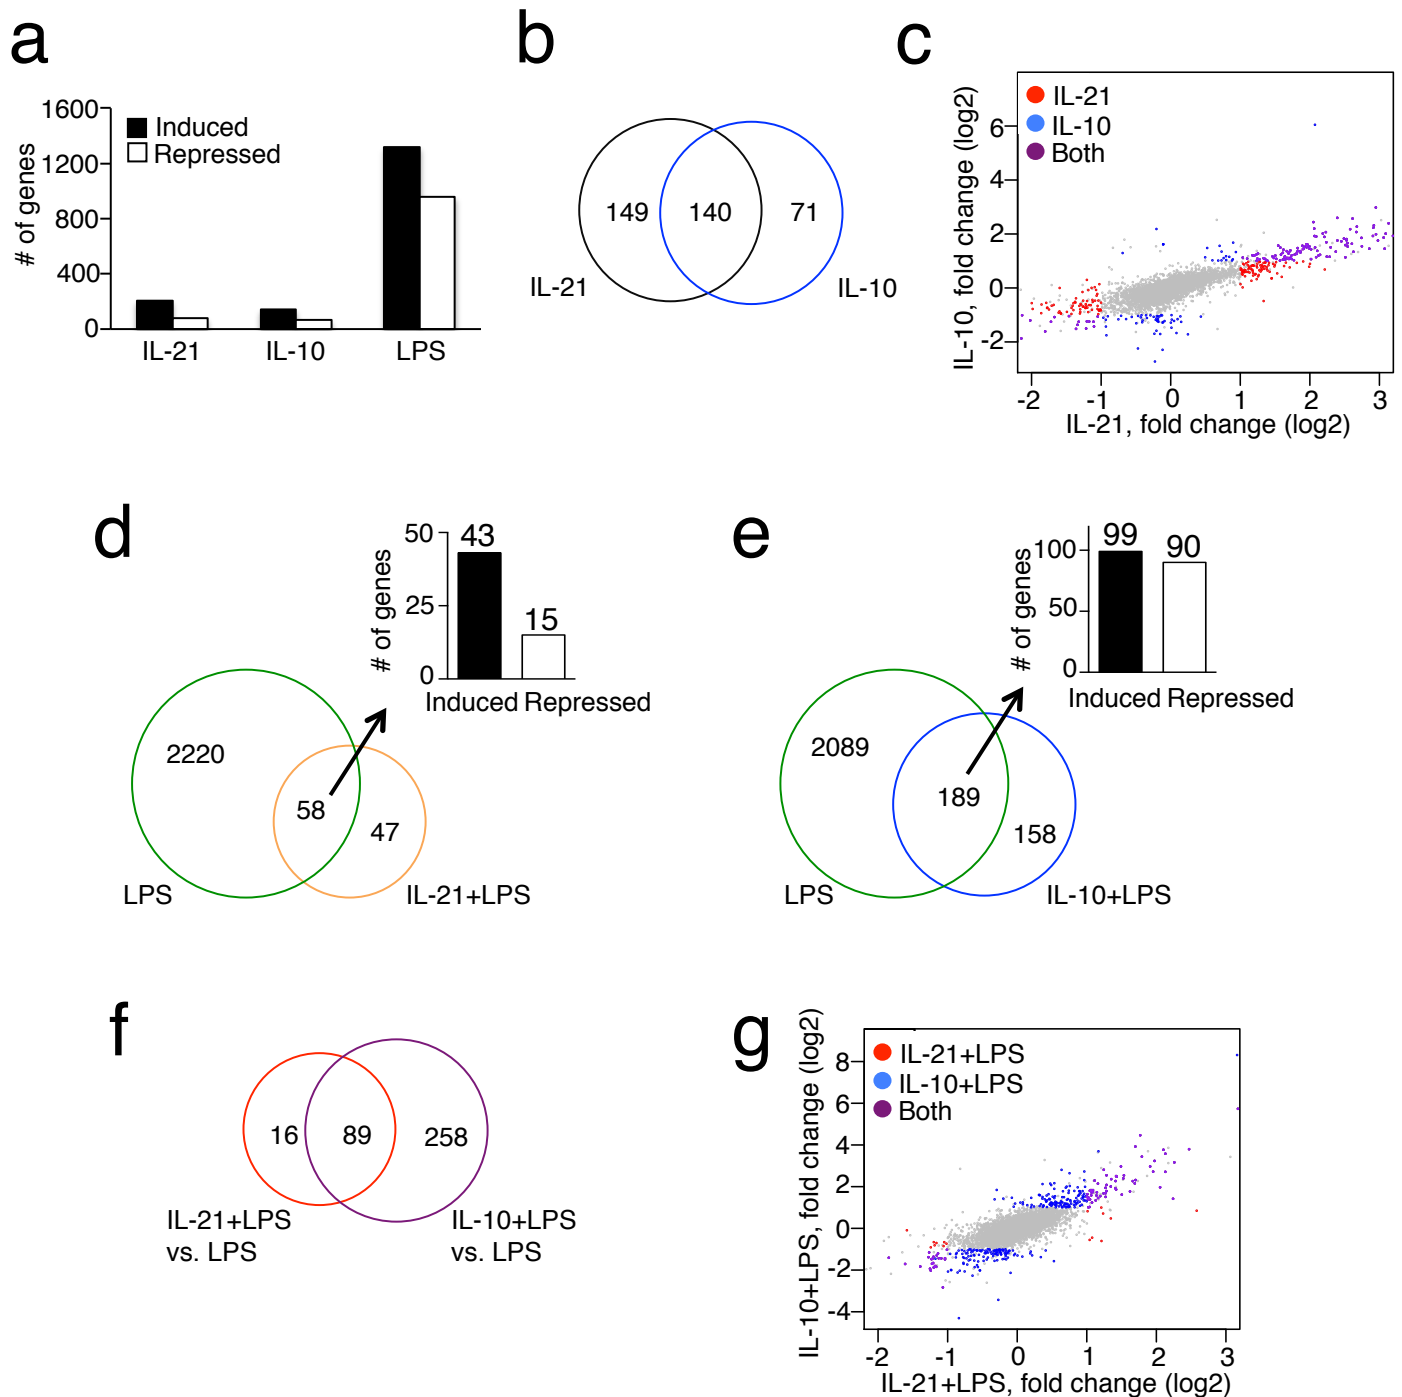

**Supplementary Figure 2.** RNA-Seq analysis of cDCs after cytokines and LPS stimulation. **(a-c)** cDCs were stimulated with 100 ng ml<sup>-1</sup> of IL-21, IL-10 or LPS for 4 h. **(a)** Numbers of genes that were induced or repressed by IL-21, IL-10, or LPS. Venn diagram **(b)** and dot plot **(c)** showing genes that were regulated by IL-21, IL-10, or both cytokines. **(d-g)** cDCs were stimulated with LPS with or without pre-treatment of IL-21 or IL-10 1 h prior LPS stimulation. **(d,e)** Venn diagrams showing numbers of LPS-regulated genes, which their expression was affected by IL-21 **(d)** or IL-10 **(e)**. Histograms show the numbers of genes that were induced or repressed by LPS in cells not pretreated versus pretreated with IL-21 **(d)** or IL-10 **(e)**. **(f,g)** Venn diagram **(f)** and dot plot **(g)** showing the numbers of LPS-regulated genes whose expression was affected by IL-21, IL-10, or both cytokines. **(a-g)** Data shown are representative of 2 independent experiments.

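The gene lists behind this figure (Supplementary Data 1 and 2) give RPKM values for each library and their log2 ratios. For the listed genes these values are close to the deposited RPKM divided by 1 factor per library, from which single genes deviated by up to 12.4%. The factor was 1.05 for untreated cells, 0.702 for LPS, 1.02 for IL-21, 1.03 for IL-10, 0.688 for IL-21 with LPS and 0.738 for IL-10 with LPS. Relative to untreated cells, these factors were within 0.00859 on the log2 scale of the TMM factors that edgeR computes from the deposited counts. TMM scaling sets the library sizes so that most genes have a ratio near 1 between libraries. Of the 1996 LPS-regulated genes in the part of the list that was read, 1375 (68.9%) passed 2-fold in the deposited RPKM values and 99.2% did so after TMM scaling, and none changed in the opposite direction. The 280 genes that were not read stand at the repressed end of the list, so these shares do not describe the full list. For the genes listed for IL-21 and for IL-10, the share that passed in the deposited values was 96.2% in both.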

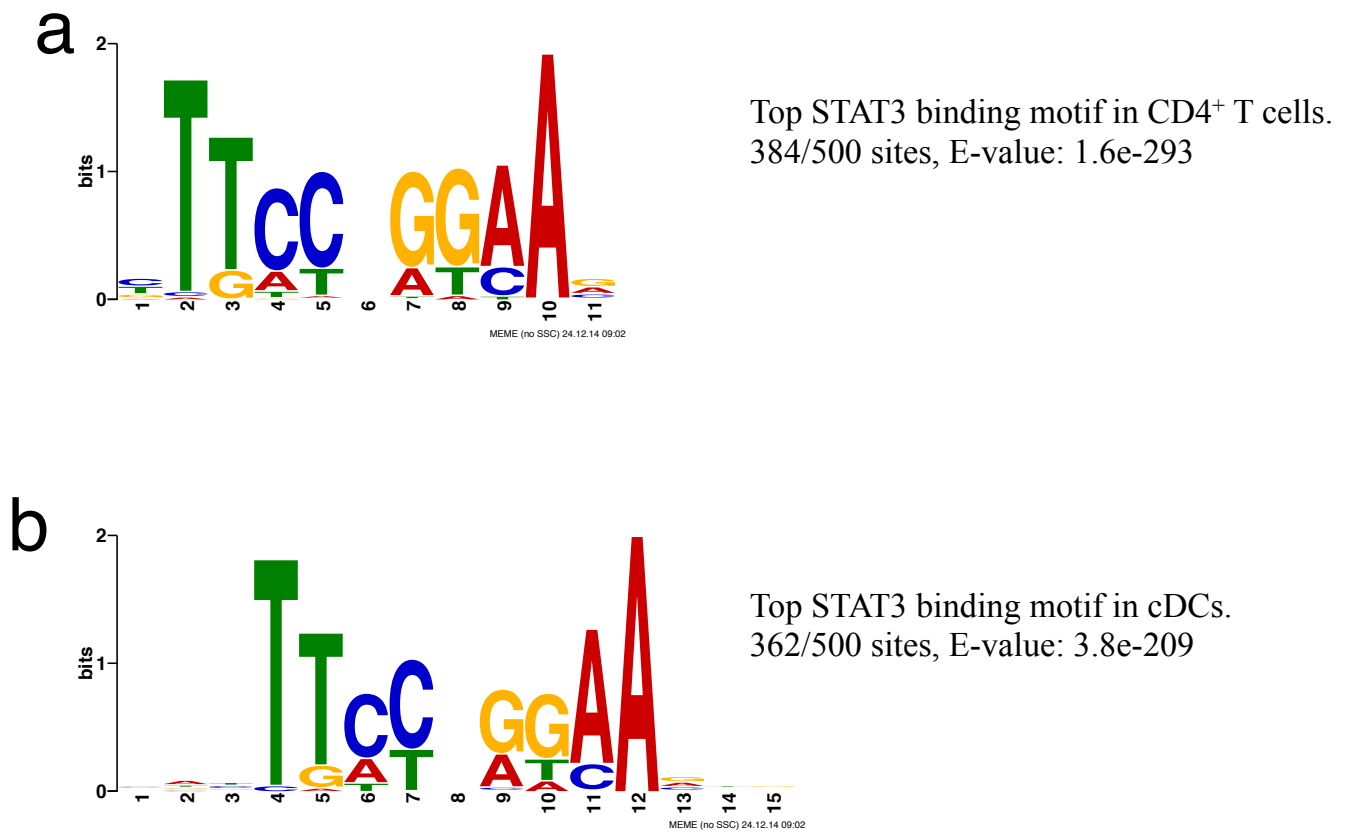

**Supplementary Figure 3.** Motif analysis of STAT3 binding sites in IL-21-stimulated CD4<sup>+</sup> T cells (**a**) and cDCs (**b**). Canonical gamma interferon-activated site (GAS) motif was identified as the dominant motif in both cell types after IL-21 stimulation.

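A motif analysis compares the sequences under ChIP-Seq peaks with background sequences and returns the short sequences that recur. The GAS motif is a palindrome of TTC and GAA with 3 bases between them, to which STAT dimers bind. The motif search itself was not repeated here. The single motifs that Supplementary Table 1 lists under the STAT3 peaks at *Il1b* and *Il21* were located by exact match in the mm9 sequence and placed against the GENCODE M1 annotation. *Il1b* is transcribed from the minus strand of chromosome 2, with its 5′ end at 129196875, and all its listed motifs lie upstream of the gene. The GAS1 region (129196856 to 129197256) holds TTAGGGGAA at 129197012 to 129197020, TACCCTGAA at 129197032 to 129197040 and TCCCTGGAA at 129197052 to 129197060. These start 137, 157 and 177 bp upstream of the 5′ end. On the plus strand their surroundings, from 129197002 to 129197070, read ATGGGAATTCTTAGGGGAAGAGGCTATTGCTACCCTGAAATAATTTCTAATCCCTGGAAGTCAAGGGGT. The GAS2 region (129199054 to 129199454) holds TTTGGGGAA at 129199309, TTCCTCCAA at 129199382 and TTCTTCAAA at 129199406, which start 2434, 2507 and 2531 bp upstream. The GAS3 region (129206523 to 129206923) holds TTGTGTGAA at 129206618, which starts 9743 bp upstream, in the sequence GGGTGACATGTTGTGTGAATTTGTTTCTT (129206608 to 129206636). The paper's own list of STAT3 peaks in cDCs (Supplementary Data 3) has peaks from 129196688 to 129197322, from 129198810 to 129199701 and from 129205843 to 129207249, and each holds 1 of these regions. At *Il21*, on the minus strand of chromosome 3 from 37121681 to 37131540, the listed region (37130101 to 37130501) holds TTATTGGAA at 37130124 to 37130132 and TTCTTTGAG at 37130308 to 37130316. In the GENCODE M1 model both lie in an intron, downstream of the 5′ end at 37131540. The paper's list of STAT3 peaks in CD4+ T cells has a peak from 37129905 to 37130900 over these motifs.

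**Figure D3:**
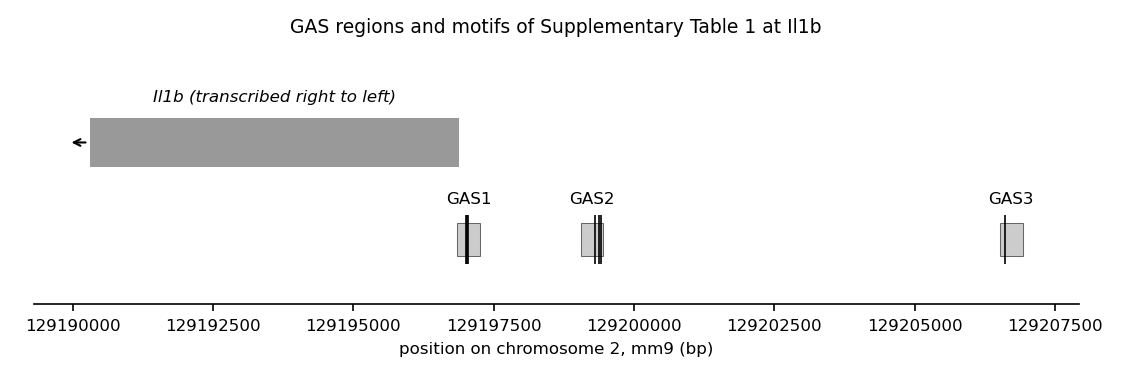
Map of the *Il1b* locus on chromosome 2 of mm9, with the position in bp on the x axis. The dark bar is the gene, the light bars are the GAS1, GAS2 and GAS3 regions of Supplementary Table 1, and the vertical ticks mark the single motifs, which start between 137 and 9743 bp upstream of the 5′ end.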

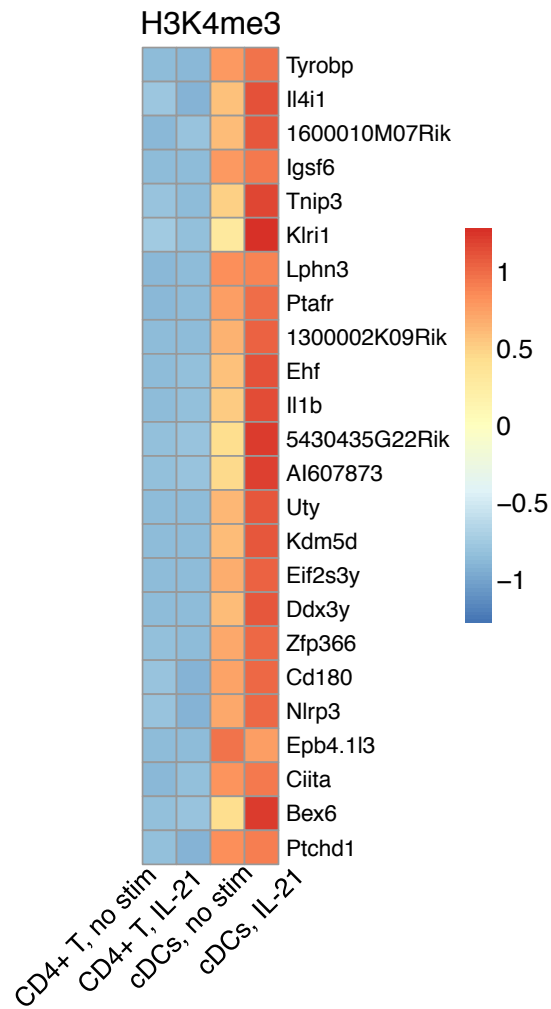

**Supplementary Figure 4.** Genes with enhanced IL-21-induced H3K4me3 in cDCs than in CD4<sup>+</sup> T cells. *Il1b* is one of only 24 genes with high H3K4me3 near the promoter in cDCs but not CD4<sup>+</sup> T cells.

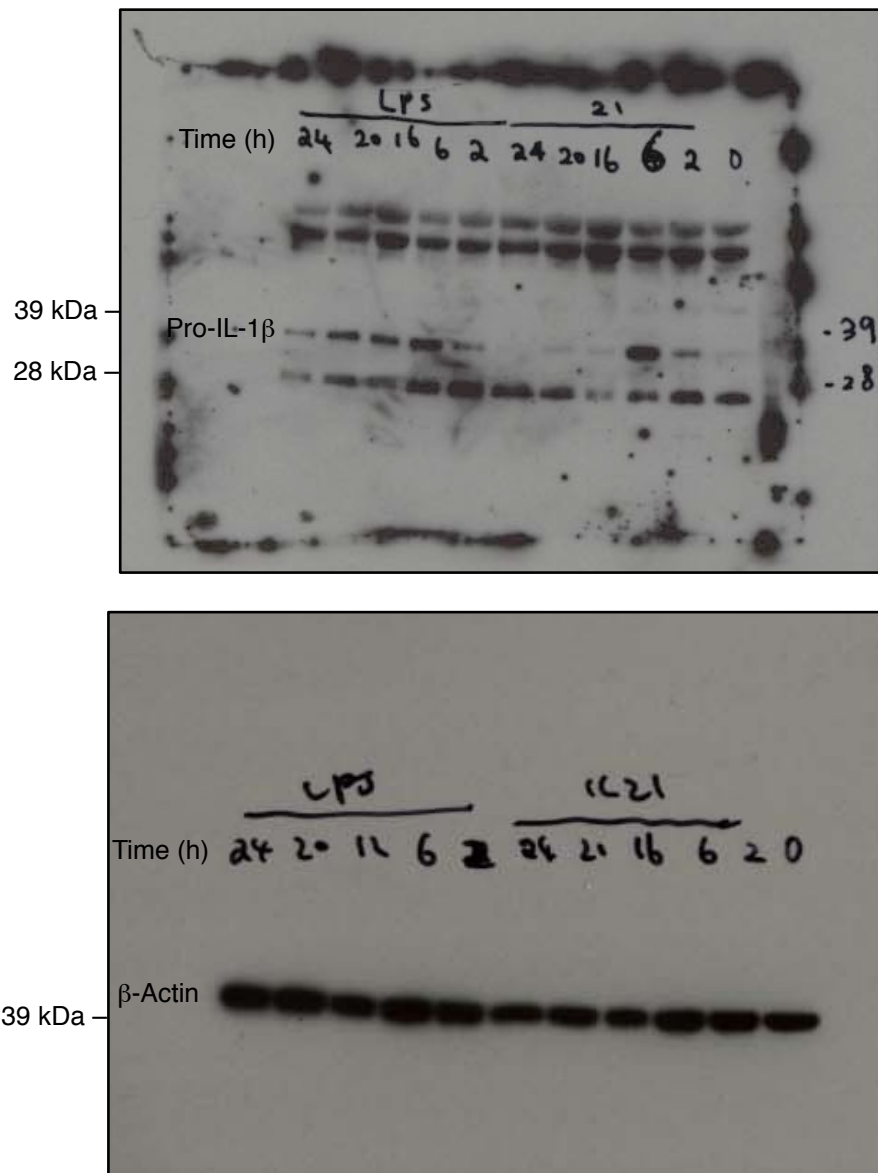

**Supplementary Figure 5.** IL-21 and LPS induce pro-IL-1 $\beta$  expression with different kinetics. cDCs were rested 1 h, treated with 100 ng ml<sup>-1</sup> IL-21 or LPS at the indicated time points, and intracellular pro-IL-1 $\beta$  expression (upper) was determined.  $\beta$ -actin (bottom) was used as control. Shown is one of two similar experiments. See also Figure 5a.

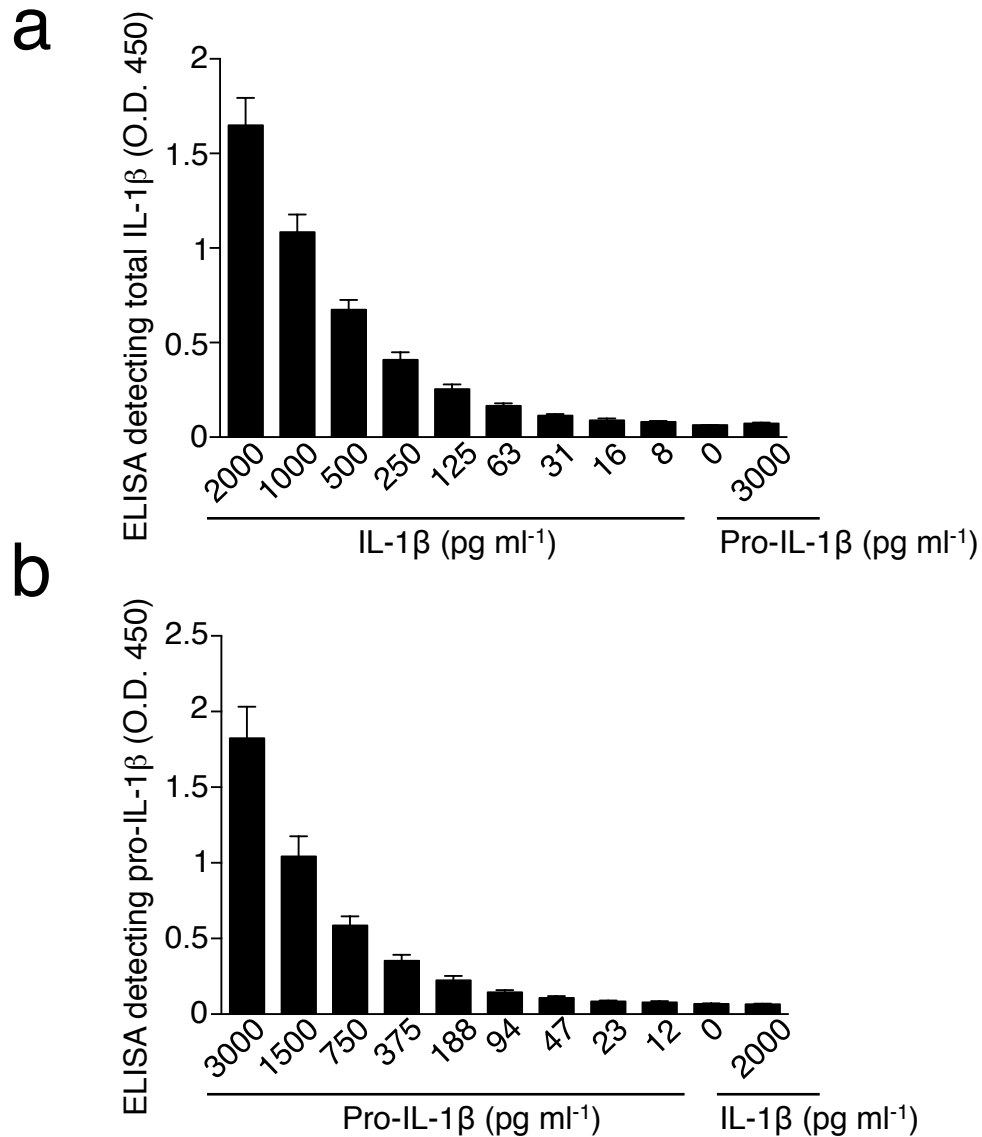

**Supplementary Figure 6.** Antibodies recognizing mature IL-1 $\beta$  in ELISA do not cross-react with pro-IL-1 $\beta$ . **(a)** Serial dilutions of recombinant IL-1 $\beta$  (8-2000 pg ml $^{-1}$ ) and 3000 pg ml $^{-1}$  of recombinant pro-IL-1 $\beta$  was tested with ELISA detecting IL-1 $\beta$ , signal intensity was determined by O.D. 450. **(b)** Serial dilutions of recombinant pro-IL-1 $\beta$  (12-3000 pg ml $^{-1}$ ) and 2000 pg ml $^{-1}$  of recombinant IL-1 $\beta$  was tested with ELISA detecting pro-IL-1 $\beta$ , signal intensity was determined by O.D. 450. Shown are results combined from 3 independent experiments, error bars are means  $\pm$  SEM.

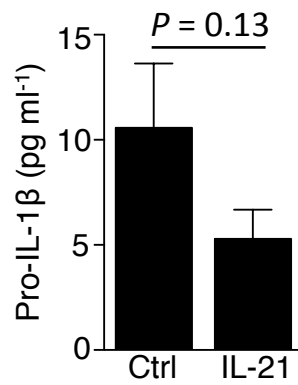

**Supplementary Figure 7.** IL-21 does not induce secretion of pro-IL-1 $\beta$ . cDCs were rested 1 h, stimulated with IL-21 for 24 h, and the amounts of pro-IL-1 $\beta$  in the culture supernatants were determined by ELISA. Shown are combined results of 3 independent experiments; error bars are means  $\pm$  SEM. Statistical analysis was performed by Student's *t*-test.

|                         |                                                                              |
|-------------------------|------------------------------------------------------------------------------|
| <b><i>I11b</i> GAS1</b> | <b>chr2:129196856-129197256</b>                                              |
| 1-50                    | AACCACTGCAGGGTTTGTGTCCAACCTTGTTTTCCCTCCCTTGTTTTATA                           |
| 51-100                  | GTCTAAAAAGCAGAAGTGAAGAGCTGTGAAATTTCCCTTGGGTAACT                              |
| 101-150                 | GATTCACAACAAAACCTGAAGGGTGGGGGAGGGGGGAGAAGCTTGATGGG                           |
| 151-200                 | AATTC <u>TTAGGGGAA</u> GAGGCTATTGC <u>TACCCTGAA</u> ATAATTTCTAA <u>TCCCT</u> |
| 201-250                 | <u>GGAA</u> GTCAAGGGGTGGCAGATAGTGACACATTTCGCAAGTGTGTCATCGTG                  |
| 251-300                 | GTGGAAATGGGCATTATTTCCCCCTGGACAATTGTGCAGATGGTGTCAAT                           |
| 301-350                 | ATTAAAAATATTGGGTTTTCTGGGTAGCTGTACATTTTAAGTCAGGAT                             |
| 351-400                 | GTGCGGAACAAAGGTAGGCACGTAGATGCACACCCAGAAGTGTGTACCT                            |
| <b><i>I11b</i> GAS2</b> | <b>chr2:129199054-129199454</b>                                              |
| 1-50                    | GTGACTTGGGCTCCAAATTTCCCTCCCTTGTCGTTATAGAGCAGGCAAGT                           |
| 51-100                  | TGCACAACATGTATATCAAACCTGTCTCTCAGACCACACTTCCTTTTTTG                           |
| 101-150                 | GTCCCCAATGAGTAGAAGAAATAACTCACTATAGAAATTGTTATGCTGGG                           |
| 151-200                 | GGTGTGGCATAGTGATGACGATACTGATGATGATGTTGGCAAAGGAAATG                           |
| 201-250                 | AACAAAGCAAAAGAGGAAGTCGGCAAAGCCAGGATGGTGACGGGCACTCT                           |
| 251-300                 | AGCT <u>TTTGGGGAA</u> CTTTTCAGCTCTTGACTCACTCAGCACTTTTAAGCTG                  |
| 301-350                 | TAAGGTTCCCTCTGTTCTGACATCTCA <u>TTCTCTCAA</u> GATGGAGGCAGGCA                  |
| 351-400                 | <u>TTCTTCAA</u> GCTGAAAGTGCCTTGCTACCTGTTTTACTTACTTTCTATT                     |
| <b><i>I11b</i> GAS3</b> | <b>chr2:129206523-129206923</b>                                              |
| 1-50                    | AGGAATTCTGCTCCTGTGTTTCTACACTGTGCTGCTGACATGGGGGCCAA                           |
| 51-100                  | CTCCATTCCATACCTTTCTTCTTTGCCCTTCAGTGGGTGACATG <u>TTGTGT</u>                   |
| 101-150                 | <u>GAA</u> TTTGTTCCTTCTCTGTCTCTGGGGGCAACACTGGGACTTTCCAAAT                    |
| 151-200                 | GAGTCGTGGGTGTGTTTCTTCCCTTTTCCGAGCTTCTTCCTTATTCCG                             |
| 201-250                 | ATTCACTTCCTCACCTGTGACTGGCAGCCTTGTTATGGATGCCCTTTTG                            |
| 251-300                 | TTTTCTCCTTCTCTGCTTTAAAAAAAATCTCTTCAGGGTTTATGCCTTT                            |
| 301-350                 | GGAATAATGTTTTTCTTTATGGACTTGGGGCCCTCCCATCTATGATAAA                            |
| 351-400                 | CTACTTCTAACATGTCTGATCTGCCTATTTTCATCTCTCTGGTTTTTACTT                          |
| <b><i>I121</i> GAS</b>  | <b>chr3:37130101-37130501</b>                                                |
| 1-50                    | ACACACTGAGAAATGTTCTCAC <u>TTATTGGAA</u> ATGTCCTTTCAATAAGTTT                  |
| 51-100                  | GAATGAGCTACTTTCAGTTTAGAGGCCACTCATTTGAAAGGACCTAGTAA                           |
| 101-150                 | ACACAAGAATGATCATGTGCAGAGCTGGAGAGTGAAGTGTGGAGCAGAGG                           |
| 151-200                 | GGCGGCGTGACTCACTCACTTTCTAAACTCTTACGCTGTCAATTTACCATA                          |
| 201-250                 | ATTCTC <u>TTCTTTGAG</u> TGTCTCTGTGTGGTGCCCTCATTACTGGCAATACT                  |
| 251-300                 | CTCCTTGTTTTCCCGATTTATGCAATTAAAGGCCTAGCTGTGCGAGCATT                           |
| 301-350                 | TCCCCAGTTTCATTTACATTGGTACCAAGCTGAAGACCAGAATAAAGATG                           |
| 351-400                 | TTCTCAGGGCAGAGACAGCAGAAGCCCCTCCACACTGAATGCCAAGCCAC                           |

**Supplementary Table 1. STAT3-bound GAS motifs at *I11b* and *I121* loci**

| Samples   | Descriptions                | source name                | molecule    | Raw Reads | Mapped Reads | Mappability (%) | Non-Dup Reads |
|-----------|-----------------------------|----------------------------|-------------|-----------|--------------|-----------------|---------------|
| Sample 1  | WT CD4 T -IL21 STAT3        | Pre-activated CD4+ T cells | genomic DNA | 52459212  | 29318548     | 55.89           | 3064636       |
| Sample 2  | WT CD4 T +IL21 STAT3        | Pre-activated CD4+ T cells | genomic DNA | 53246033  | 34856333     | 65.46           | 4299879       |
| Sample 3  | WT CD4 T -IL21 H3K4me3      | Pre-activated CD4+ T cells | genomic DNA | 25176494  | 19773538     | 78.54           | 9938066       |
| Sample 4  | WT CD4 T +IL21 H3K4me3      | Pre-activated CD4+ T cells | genomic DNA | 22298910  | 17210565     | 77.18           | 11120304      |
| Sample 5  | WT CD4 T -IL21 H3K27me3     | Pre-activated CD4+ T cells | genomic DNA | 46973935  | 36822054     | 78.39           | 23301908      |
| Sample 6  | WT CD4 T +IL21 H3K27me3     | Pre-activated CD4+ T cells | genomic DNA | 41707447  | 32442386     | 77.79           | 22227675      |
| Sample 7  | WT CD4 T -IL21 H3K4me1      | Pre-activated CD4+ T cells | genomic DNA | 30716855  | 26475674     | 86.19           | 23715787      |
| Sample 8  | WT CD4 T +IL21 H3K4me1      | Pre-activated CD4+ T cells | genomic DNA | 29700046  | 25409258     | 85.55           | 22661636      |
| Sample 9  | WT CD4 T -IL21 H3K27ac      | Pre-activated CD4+ T cells | genomic DNA | 40216859  | 35874382     | 89.20           | 24378010      |
| Sample 10 | WT CD4 T +IL21 H3K27ac      | Pre-activated CD4+ T cells | genomic DNA | 39276670  | 34752929     | 88.48           | 24852829      |
| Sample 11 | WT DC T -IL21 STAT3         | Splenic conventional DC    | genomic DNA | 36718461  | 25798330     | 70.26           | 7803557       |
| Sample 12 | WT DC T +IL21 STAT3         | Splenic conventional DC    | genomic DNA | 35216560  | 25143231     | 71.40           | 14898280      |
| Sample 13 | WT DC -IL21 H3K4me3         | Splenic conventional DC    | genomic DNA | 30196322  | 19326456     | 64.00           | 4619675       |
| Sample 14 | WT DC +IL21 H3K4me3         | Splenic conventional DC    | genomic DNA | 11765527  | 9142362      | 77.70           | 5155878       |
| Sample 15 | WT DC -IL21 H3K27me3        | Splenic conventional DC    | genomic DNA | 50675058  | 37974888     | 74.94           | 16695091      |
| Sample 16 | WT DC +IL21 H3K27me3        | Splenic conventional DC    | genomic DNA | 43371825  | 31938973     | 73.64           | 13989743      |
| Sample 17 | WT DC -IL21 H3K4me1         | Splenic conventional DC    | genomic DNA | 36503001  | 31111395     | 85.23           | 27312331      |
| Sample 18 | WT DC +IL21 H3K4me1         | Splenic conventional DC    | genomic DNA | 42275343  | 35652301     | 84.33           | 32578563      |
| Sample 19 | WT DC -IL21 H3K27ac         | Splenic conventional DC    | genomic DNA | 37833848  | 33439447     | 88.39           | 25931667      |
| Sample 20 | WT DC +IL21 H3K27ac         | Splenic conventional DC    | genomic DNA | 37834047  | 33427687     | 88.35           | 26314709      |
| Sample 21 | RNASeq CD4 T untreated Rep1 | Pre-activated CD4+ T cells | total RNA   | 47665163  | 33295358     | 69.85           | 33295358      |
| Sample 22 | RNASeq CD4 T +IL21 4h Rep1  | Pre-activated CD4+ T cells | total RNA   | 54469530  | 37491069     | 68.83           | 37491069      |
| Sample 23 | RNASeq CD4 T untreated Rep2 | Pre-activated CD4+ T cells | total RNA   | 45660899  | 31792719     | 69.63           | 31792719      |
| Sample 24 | RNASeq CD4 T +IL21 4h Rep2  | Pre-activated CD4+ T cells | total RNA   | 54339602  | 37469602     | 68.95           | 37469602      |
| Sample 25 | RNASeq DCs un-stimulated    | Splenic conventional DC    | total RNA   | 59209672  | 53302010     | 90.02           | 53302010      |
| Sample 26 | RNASeq DCs LPS              | Splenic conventional DC    | total RNA   | 55348231  | 50448637     | 91.15           | 50448637      |
| Sample 27 | RNASeq DCs IL-21            | Splenic conventional DC    | total RNA   | 76266388  | 67221657     | 88.14           | 67221657      |
| Sample 28 | RNASeq DCs IL-10            | Splenic conventional DC    | total RNA   | 55779207  | 50057903     | 89.74           | 50057903      |
| Sample 29 | RNASeq DCs IL-21+LPS        | Splenic conventional DC    | total RNA   | 61132659  | 53315141     | 87.21           | 53315141      |
| Sample 30 | RNASeq DCs IL-10+LPS        | Splenic conventional DC    | total RNA   | 71633852  | 64257370     | 89.70           | 64257370      |
| Sample 31 | RNASeq DCs un-stimulated    | Splenic conventional DC    | total RNA   | 55841539  | 52885686     | 94.71           | 52885686      |
| Sample 32 | RNASeq DCs LPS              | Splenic conventional DC    | total RNA   | 61637752  | 58432964     | 94.80           | 58432964      |
| Sample 33 | RNASeq DCs IL-21            | Splenic conventional DC    | total RNA   | 63027015  | 59112685     | 93.79           | 59112685      |
| Sample 34 | RNASeq DCs IL-10            | Splenic conventional DC    | total RNA   | 62783824  | 59179986     | 94.26           | 59179986      |
| Sample 35 | RNASeq DCs IL-21+LPS        | Splenic conventional DC    | total RNA   | 61897924  | 58252392     | 94.11           | 58252392      |
| Sample 36 | RNASeq DCs IL-10+LPS        | Splenic conventional DC    | total RNA   | 51211535  | 48330117     | 94.37           | 48330117      |

**Supplementary Table 2.** Summary of ChIP-Seq and RNA-Seq libraries

How the deposited data were processed for this re-analysis (not part of the article)

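RNA-Seq data from mouse splenic cDCs and pre-activated CD4+ T cells were analysed. The cDCs were untreated or treated with LPS, IL-21, IL-10, IL-21 with LPS or IL-10 with LPS, with 1 library for each of the 6 conditions. The CD4+ T cells were untreated or treated with IL-21, with 2 libraries per group. Conditions and replicate numbers were taken from the sample labels, the methods and Supplementary Table 2. The ChIP-Seq data, the microarray data on the cDC side of Fig. 4a and the other set of cDC libraries in Supplementary Table 2 were not analysed here.

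The authors sequenced 50 bp single-end reads, mapped them to NCBI37/mm9 with Bowtie 0.12.9 and counted the reads on the exons of each RefSeq transcript, and the deposited counts are whole numbers of reads without normalization. The authors also give RPKM for every transcript, and the deposited RPKM equal the reads divided by transcript length and by the mapped total, with no scaling between libraries. The totals of mapped reads recovered from the deposited values equal those of samples 21 to 30 in Supplementary Table 2. They ran from 31792719 to 37491069 reads in CD4+ T cells and from 50057903 to 67221657 in cDCs. Reads on exons shared by several transcripts of a gene are counted in each transcript, so a sum over transcripts would count them several times. For this reason 1 transcript per gene symbol was used, the one with the highest mean RPKM within the cell type. Its reads were 84.2% to 86.2% of the mapped reads.

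For CD4+ T cells the test was fixed in advance for RPKM values (limma on log2 values) with the provision that counts, if present, would be tested with edgeR. The files held counts, and the main test is the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM scaling, two-sided, without a replicate block), with Benjamini-Hochberg adjustment and a threshold of 0.05. It covered the 10439 genes with an RPKM of at least 1 in at least 2 of the 4 libraries. Alternatives were the replicate number as a block, DESeq2 1.42.0, limma 3.58.1 on log2(RPKM + 0.5) with other pseudocounts (0.1 and 1) and with quantile normalization, other filters, every transcript separately, and an added 1.5-fold threshold. A second count, without a test, took genes that changed 1.5-fold in both replicate pairs. Log2 fold changes of genes under the filter (*Il1b*, *Il21*) are on the log2(RPKM + 0.5) scale. The replicates are separate libraries, since chi-square per gene between the read counts of replicates was 16.2 in untreated cells and 45.0 with IL-21, where sampling noise alone gives about 1. The biological coefficient of variation was 0.136 without and 0.0700 with the block.

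For cDCs no test between conditions was made, because each condition has 1 library and no model joining all cDC libraries was fitted. Genes were counted at an absolute log2 ratio of at least 1 of RPKM + 0.01, over genes with an RPKM of at least 1 in at least 1 of the 2 libraries compared. Alternatives were pseudocounts of 0.1 and 1, no filter or an RPKM of at least 5, ratios centred on their median, thresholds of 1.5-fold and 3-fold, every transcript separately, and the exact test of edgeR at a fixed biological coefficient of variation of 0.1. That test compares the 2 libraries and not the conditions. Scaling by TMM factors, alone and with the exact test, was added after seeing the data. Intervals for single genes are 95% intervals from the Poisson error of the reads. The smallest RPKM considered detectable is that of 3 reads.

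Genes named in the text were set by a rule. They are the genes whose mRNA the paper reports (*Il1b*, *Il6*, *Tnf*, *Il21*), together with *Il21r*, *Stat3*, *Socs3* and *Bcl2l11*. For CD4+ T cells the 5 genes with the largest increase and the 5 with the largest decrease were added, among those past the threshold and changed in the same direction in both pairs. For each cDC comparison the 3 largest increases and decreases were added, among genes with an RPKM of at least 5 in either library. Coordinates are those of GENCODE M1 on mm9, in which 94.1% of the gene symbols were found on the same chromosome, and positions count from 1.

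The test for CD4+ T cells and the ratio rule for cDCs were tested on data simulated from the CD4+ T-cell counts, the rule with counting noise only. With 200 genes changed by known amounts, edgeR recovered 98.5% and called 12 unchanged genes, DESeq2 recovered 97.5% and called 6, and limma recovered 100% and called 25. Lists of genes were set against 10000 random lists of the same size matched on mean expression, and for STAT3 peaks also on gene length. The analyses used R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.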

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

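The test on pancreatic marker genes was chosen only after these reads had been noticed. The tests on *Bcl2l11* were set before their results were seen.

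*Bcl2l11* moved in opposite directions with IL-21 in the 2 cell types. In CD4+ T cells its log2 fold change was −0.54 and −0.71 in the replicate pairs, and in cDCs its log2 ratio was 1.30 in the only library pair. The cDC ratio minus the CD4+ T-cell fold change was 1.92. This difference was not tested, because cDCs have no replicates. Library scaling does not account for the rise in cDCs, since the log2 ratio was 1.35 with TMM scaling. All 3 listed transcripts rose in cDCs and fell in both CD4+ T-cell pairs, but they share most of their reads, so this cannot show whether the transcripts differ. A biological hypothesis was that the neighbouring non-coding gene *Gm14005*, induced by IL-21 in CD4+ T cells (from 1 read in each untreated library to 29 and 27), lowers *Bcl2l11*. It predicted no rise of *Gm14005* in cDCs. There *Gm14005* had a log2 ratio of 0.81 with IL-21 (65 and 144 reads, an RPKM of 2.11 and 3.71), which is above its RPKM in IL-21-treated CD4+ T cells (at most 1.34). This rise goes against the prediction, although it stayed under the 2-fold limit set for the test. The opposite movement of *Bcl2l11* may be a difference between the cell types, but it cannot be told apart from a difference between transcripts, and cell preparation, batch and cell type are not separable here.

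*Tnf* rose slightly in both CD4+ T-cell pairs (log2 0.11 and 0.13) and fell in cDCs (−0.54), and the cDC ratio minus the CD4+ T-cell fold change from edgeR was −0.71. The difference between the cell types was not tested. The change in CD4+ T cells was within the replicate error (log2 fold change 0.17, adjusted p = 0.517 from edgeR, higher in 2 of 2 pairs), so the opposite direction there has no weight of its own. In cDCs the fall was −0.48 with TMM scaling. No biological explanation was tested.

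Pancreatic enzyme genes, which the paper does not discuss, had reads in the cDC libraries at levels that differed between libraries. Together, 20 acinar marker genes other than the pair first noticed had 30.1 CPM (relative to mapped reads) in the IL-10 library, against 17.2 in untreated cells, 7.73 with LPS, 14.6 with IL-21, 23.5 with IL-21 and LPS and 18.7 with IL-10 and LPS. In the LPS library, *Gp2* gave 275 of the 390 reads and *Ctrl* 64, and each other marker had at most 22 (*Cela1*). *Gp2* did not follow the pattern, since relative to mapped reads it was highest in untreated cells. The sum for LPS therefore rests mainly on *Gp2*. Relative to mapped reads, 16 of these 20 genes (80%) were highest in the IL-10 library. This share was just at the limit set for the test, and it is consistent with RNA of pancreatic acinar cells carried into some of the spleen preparations in different amounts. A candidate explanation is thus a trace of pancreatic tissue. With 1 library per condition, an effect of IL-10 on these genes cannot be excluded by this test.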

How the results depend on the processing

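The alternatives were listed before the data were examined, except TMM scaling of the cDC libraries (alone or with the exact test), limma with a pseudocount of 0.5 for CD4+ T cells, and the replicate block with no filter, which were chosen after seeing the data. Over 113 results and 826 values under alternatives, 552 stayed within their limits (the same direction and side of the threshold, within 1.5 times for a number of genes, or within the error of the value) and 274 moved. Of those that stayed, 6 show no stability, because the stricter filter, the block and the use of every transcript do not act on the values of *Il1b* and *Il21* in CD4+ T cells. No result with a test changed direction. Except where a value shows it, the cause was not tested.

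In CD4+ T cells, the numbers of induced and repressed genes (1728 and 1564) became 2841 and 2992 with the replicate number as a block, with which the biological coefficient of variation was 0.0700 in place of 0.136. The larger group was then the repressed one. They became 996 and 970 with a 1.5-fold threshold added. With DESeq2, limma and every filter tried they stayed within 1.5 times. The numbers changed 1.5-fold in both pairs (742 and 819) became 258 and 202 at 2-fold, where the larger group was the induced one, as it was without untreated replicate 2 (790 and 759). Across the 4 fits that each left out one library they ran from 686 to 971 and from 759 to 1015. The log2 fold change of *Il1b* (−0.45 on the log2(RPKM + 0.5) scale, on which a block for the replicate pairs cannot change it) was −1.20 with a pseudocount of 0.1. In edgeR with no filter it was −0.81 without the block and −1.29 with it. It ran from −0.98 to 0.08 with each library left out. That of *Il21* (0.15, which the block likewise cannot change) was 0.62 with a pseudocount of 0.1, 0.078 with 1, 0.19 with quantile normalization, 3.37 with no filter in edgeR and 3.39 with the block and no filter, and ran from 0.14 to 0.17 with each library left out. With 0 to 7 reads per library, the depth allows a detection of *Il21* but no estimate of its fold change. All 127 values of the other named genes kept their direction and call in the tests. With each library left out, 22 of their 60 values moved by more than the SD of the pairs, and none of these changed sign.

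In cDCs, results are given in the order genes regulated by LPS, IL-21 and IL-10, shared by IL-21 and IL-10, LPS-regulated genes altered by IL-21 (repressed) and by IL-10 (repressed), all genes altered by IL-21 and by IL-10 with LPS, and by both. With the deposited values they were 3614, 310, 230, a shared 43.2% of the IL-21 genes, 49 (23), 167 (72), 124, 368 and 92. A pseudocount of 1 gave 2142, 191, 113, 77, 17 (6), 77 (37), 49, 213 and 39. No filter gave 6460, 1701, 1679, 826, 867 (398), 1084 (418), 1603, 2016 and 841. An RPKM of at least 5 gave 2044, 177, 101, 67, 14 (5), 74 (35), 38, 185 and 34. A 1.5-fold threshold gave 6586, 791, 684, 407, 263 (142), 694 (293), 396, 1038 and 283, and a 3-fold threshold 1423, 136, 77, 45, 15 (4), 37 (15), 50, 149 and 32. Among these results, the exact test of edgeR moved only the LPS-regulated genes altered by IL-21, to 31 (15). Scaling moved only the number of LPS genes, to 2320 with centred ratios, 2345 with TMM scaling and 2305 with TMM scaling and the exact test. Under all of these alternatives LPS regulated the most genes, and IL-10 altered more genes than IL-21 on the LPS background. Which direction was the more frequent depended on the scaling, the threshold and the filter. With centred ratios, induced genes outnumbered repressed ones after LPS (1373 and 947), and among the LPS-regulated genes altered by IL-10, repressed genes outnumbered induced ones (104 and 68). The same held with TMM scaling (1300 and 1045, 102 and 70). For IL-10 against untreated cells, repressed genes became the larger part at 1.5-fold (366 and 318). Among the LPS-regulated genes altered by IL-21, repressed genes were the larger part only at 1.5-fold (142 and 121). Among all genes altered by IL-21 with LPS they were the larger part at 1.5-fold (201 of 396) and with no filter (818 and 785).

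Of the 252 values of single named genes in cDCs, 80 moved outside their counting intervals, 25 with centring, 25 with TMM scaling, 29 with a pseudocount of 1 and 1 with 0.1. Of 198 other counts of cDC genes, 99 moved beyond 1.5 times. No leave-one-out and no paired analysis of these ratios between libraries was possible, because each cDC condition has 1 library.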

Differences from the paper's values

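TMM scaling of the cDC libraries, alone or with the exact test of edgeR, and the replicate block with no filter were chosen after seeing the values. Of 39 measures compared, 18 differed. The paper's values are those of its text, its supplementary lists or, where stated, a figure.

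The number of genes regulated by LPS was 3614 against the paper's 2278. Among the alternatives set before the data were examined, the gap closed with a pseudocount of 1 (2142), an RPKM of at least 5 (2044) and ratios centred on the median (2320), and it remained with the others. The pseudocount of 1 gave 595 induced and 1547 repressed genes, and the RPKM of at least 5 gave 554 and 1490. These settings thus met the paper's total but not its split by direction. Of the alternatives set beforehand, only centred ratios met the total and both directions. With TMM scaling, chosen after seeing the values, it was 2345, and with TMM scaling and the exact test 2305. Of these genes 710 were induced against the paper's 1319. Centred ratios (1373), no filter (1444), a 1.5-fold threshold (1107) and every transcript counted separately (963) closed this gap, as did the later choices of TMM scaling (1300) and TMM scaling with the exact test (1286), made after seeing the values. Repressed by LPS were 2904 genes against the paper's 957. Of these 957, 677 were read from the paper's list, and the 280 genes at its end were not read and were taken as repressed, because the list runs from the highest to the lowest fold change. Centred ratios (947) and a 3-fold threshold (1020) closed the gap, and so did TMM scaling (1045) and TMM scaling with the exact test (1019), both chosen after seeing the values.

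Among the LPS-regulated genes altered by IL-21, 23 were repressed against the paper's 15. A pseudocount of 0.1 (18) and the exact test of edgeR (15) closed the gap, as did TMM scaling with the exact test (16), chosen after seeing the values. The others did not. The number induced was 26 against the paper's 43. Centred ratios (30) and every transcript separately (34) closed the gap, as did TMM scaling (30), chosen after seeing the values. The number of genes altered only by IL-21 on the LPS background was 32 against the paper's 16. A 3-fold threshold (18) and the exact test (17) closed the gap, and so did TMM scaling with the exact test (17), chosen after seeing the values.

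The log2 fold change of *Il21* in CD4+ T cells was 0.15 on the log2(RPKM + 0.5) scale, against about 3.4 in Fig. 4a, read by eye. Its RPKM was at most 0.0608, far below the 0.5 added, so this scale cannot show a change of that size. The difference therefore does not speak against the value in the figure. The only alternative set before the data were examined that closed the gap was edgeR with no filter (3.37). With the block and no filter, chosen after seeing the values, it was 3.39.

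For single genes in cDCs the paper's log2 ratios come from its supplementary lists. For LPS against untreated they were 2.03 for *Il1b* (here 1.45), 5.11 for *Il6* (4.52), 4.00 for *Tnf* (3.42), 1.47 for *Stat3* transcript NM_213659 (0.89), 4.93 for *Socs3* (4.35) and 1.98 for *Bcl2l11* transcript NM_207680 (1.40). Centred ratios closed the gap for *Il1b* (2.08), *Il6* (5.14), *Tnf* (4.05) and *Socs3* (4.97) but not for *Stat3* (1.51) and *Bcl2l11* (2.02). TMM scaling, chosen after seeing the values, gave 2.03, 5.10, 4.00, 1.46, 4.93 and 1.97 for the 6 genes. For IL-21 against untreated the paper's values were 3.13 for *Il1b* (here 3.09), 1.13 for *Il21r* (1.08) and 1.34 for *Bcl2l11* (1.30). Centred ratios closed these gaps (3.15, 1.14 and 1.36), and TMM scaling, chosen after seeing the values, gave 3.14, 1.13 and 1.35. For IL-10 with LPS against LPS the paper's values were −1.56 for *Tnf* (here −1.48) and 1.66 for *Socs3* (1.73). Centred ratios gave −1.55 and 1.66, and TMM scaling, chosen after seeing the values, gave −1.55 and 1.67. For none of these single genes did another alternative set before the data were examined close the gap.

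In direction, the paper's list of LPS-regulated genes holds more induced than repressed genes, while the deposited RPKM values gave more repressed genes (2904 and 710). The paper states for RT–PCR that IL-10 did not suppress *Tnf* expression after LPS, and in the RNA-Seq libraries *Tnf* had a log2 ratio of −1.48 with IL-10 and LPS against LPS. The legend of Fig. 4 places each listed *Il1b* motif farther upstream than the distances from the GENCODE M1 5′ end, which ran from 137 to 9743 bp. It also places the GAS motif at *Il21* in the promoter region, while in the GENCODE M1 model the motifs listed there lie in an intron.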

Other observations

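The tests on the TMM factors, on the share of reads on exons, on myeloid marker genes and on the column of Supplementary Data 2c were chosen only after the pattern had been seen. The other tests were set before their results were seen. These patterns were found and tested on the same data, so each explanation is a hypothesis.

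The RPKM values in the supplementary lists are close to the deposited ones divided by 1 factor per library (single genes deviated by up to 12.4%). The factors lay within 0.00859 on the log2 scale of TMM factors computed from the deposited counts, which is consistent with TMM scaling of the library sizes before the lists were made. In the deposited values the median gene had a log2 ratio of −0.62 between LPS and untreated cells. A few genes taking many of the reads do not account for most of this shift, since the median was −0.50 with the 100 most-read genes left out of the totals. A smaller share of reads on exons does not account for it either, since the share was 0.228 percentage points higher with LPS. Broader changes in the composition of the RNA, and a difference between the preparations, were not tested.

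In Supplementary Data 2c, the values under the heading for IL-21 with LPS are 1 constant multiple of the deposited values of the IL-10 with LPS library, with a largest deviation of 0.128% over 16 genes. This suggests that the column holds values of the IL-10 with LPS library.

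On the genes that the paper measured by RT–PCR in Fig. 2c–e, the RNA-Seq libraries gave log2 ratios to LPS alone of 0.74 for *Il1b*, 0.45 for *Il6* and −0.36 for *Tnf* with IL-21 and LPS. With IL-10 and LPS the ratios were 1.06, −0.16 and −1.48. The ratio of *Tnf* with IL-10 was −1.55 with centred ratios and −1.55 with TMM scaling. *Il12b* fell further, with a log2 ratio of −4.23.

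The genes shared by IL-21 and IL-10 in cDCs (43.2% of the IL-21 genes) were tested against explanations from the untreated library, which both ratios share. In 100 simulations without a treatment effect, counting noise gave a mean of 8.38 shared genes and at most 17. A deviation of the untreated library would not carry over to comparisons that leave it out. The genes induced by IL-21 against untreated had a median log2 ratio of 0.62 between IL-21 with LPS and LPS, above every one of 10000 random lists matched on expression (percentile 100). A shared response of cDCs to these cytokines is therefore a hypothesis that these tests leave standing, with the limit that each condition has 1 library. Genes induced by IL-21 were also raised by IL-10 with LPS (median log2 ratio 1.11, 94.6% of 185 genes raised), more than by IL-21 with LPS.

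The non-coding transcript NR_045616 had 9 reads in untreated cells and 9 with LPS, but 4416 with IL-21, 790 with IL-10, 815 with IL-21 and LPS and 2034 with IL-10 and LPS. No explanation was tested, and the paper does not discuss this transcript in its text.

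Genes induced by IL-21 were set against the STAT3 peaks that the paper lists in Supplementary Data 3, of which 1988 for CD4+ T cells and 1998 of 2113 for cDCs were read. Of 1682 induced CD4+ T-cell genes with a position, 253 (15.0%) had a CD4+ T-cell peak in the gene or within 5 kb upstream of it. Lists matched on expression and gene length had 9.78% on average, and the real list was above all of them (percentile 100). Of 198 induced cDC genes, 60 (30.3%) had a cDC peak, against 6.39% in matched lists (percentile 100). Expression level and gene length thus do not explain these overlaps. Induced cDC genes also carried CD4+ T-cell peaks more often than matched lists (20.2% against 9.26%). Induced CD4+ T-cell genes carried cDC peaks in 6.18% against 5.09% (percentile 98.7). Repressed genes did not carry peaks of their own cell type more often than matched lists (10.3% against 12.0% in CD4+ T cells, percentile 0.77, and 4.95% against 5.30% in cDCs, percentile 36.8). Repressed CD4+ T-cell genes did carry cDC peaks more often (9.44% against 7.72%, percentile 99.8). The lists of CD4+ T-cell genes are those of the fit without the replicate block, and the lists with the block were not tested. The cDC peaks that were not read are missing from the shares of real and matched lists alike, and their effect was not tested. A direct effect of STAT3 on part of the induced genes may contribute, but the peaks were taken as the paper lists them and their calling was not tested.

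Of 123 genes induced by IL-21 in cDCs and tested in both cell types, 56 (45.5%) were also induced in CD4+ T cells, against 17.2% of all 9146 genes tested in both, and 12 were repressed there. Of 49 genes repressed in cDCs, 20 were repressed and 5 induced in CD4+ T cells. The CD4+ T-cell calls are those of the fit without the replicate block, and the overlap with the block was not tested. Whether the response differs between the cell types was not tested gene by gene, because cDCs have no replicates.

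*Il1b* reads in CD4+ T cells (18 and 24 untreated, 0 and 27 with IL-21) may come from a few myeloid cells among the T cells. Of 16 other myeloid marker genes with at least 10 reads, 15 (93.8%) were lowest in replicate 1 of IL-21, the library without *Il1b* reads. The markers together had 34.1 and 46.9 CPM in untreated cells and 16.0 and 30.0 with IL-21. Expression of *Il1b* in the T cells themselves was not tested separately.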
